# Root avoidance of toxic metals requires the GeBP‐LIKE 4 transcription factor in *Arabidopsis thaliana*

**DOI:** 10.1111/nph.14242

**Published:** 2016-10-21

**Authors:** Deepa Khare, Nobukata Mitsuda, Seungchul Lee, Won‐Yong Song, Daehee Hwang, Masaru Ohme‐Takagi, Enrico Martinoia, Youngsook Lee, Jae‐Ung Hwang

**Keywords:** cadmium (Cd), copper (Cu), GLABRA1 ENHANCER BINDING PROTEIN (GeBP) transcription factor, oxidative stress, reactive oxygen species (ROS), root avoidance, split media assay, zinc (Zn)

## Abstract

- Plants reorganize their root architecture to avoid growth into unfavorable regions of the rhizosphere. In a screen based on chimeric repressor gene‐silencing technology, we identified the *Arabidopsis thaliana* GeBP‐LIKE 4 (GPL4) transcription factor as an inhibitor of root growth that is induced rapidly in root tips in response to cadmium (Cd).
- We tested the hypothesis that GPL4 functions in the root avoidance of Cd by analyzing root proliferation in split medium, in which only half of the medium contained toxic concentrations of Cd.
- The wild‐type (WT) plants exhibited root avoidance by inhibiting root growth in the Cd side but increasing root biomass in the control side. By contrast, GPL4‐suppression lines exhibited nearly comparable root growth in the Cd and control sides and accumulated more Cd in the shoots than did the WT. GPL4 suppression also altered the root avoidance of toxic concentrations of other essential metals, modulated the expression of many genes related to oxidative stress, and consistently decreased reactive oxygen species concentrations.
- We suggest that GPL4 inhibits the growth of roots exposed to toxic metals by modulating reactive oxygen species concentrations, thereby allowing roots to colonize noncontaminated regions of the rhizosphere.

## Introduction

Plants are continuously subjected to abiotic stresses. When exposed to sublethal levels of abiotic stresses, plants exhibit an array of morphological, physiological and biochemical responses that allow them to tolerate, acclimate to or avoid these stresses. Plant growth and worldwide crop productivity depend on plants having successful responses to abiotic stresses. The root system of plants is particularly plastic during development, and this allows plants to adapt to their highly heterogeneous and ever‐changing environment. The root system responds readily to environmental stimuli, changing not only the growth of individual roots, as observed in tropic responses, but also altering the resource allocation between different roots, resulting in whole root architecture changes that optimize water and nutrient absorption from the soil.

The changes in root architecture occur when plants adjust the growth of their primary and secondary roots to adapt to the environment (e.g. patchy nutrient distribution in soil). This involves the development of new lateral roots and the inhibition/promotion of primary root growth. For example, localized nitrate supplies induce the proliferation of lateral roots within the nitrate‐rich zone in many species of plants (Hackett, 1972; Drew, 1975; Scheible *et al*., 1997; Zhang & Forde, 1999). Phosphorus deficiency enhances root hair and lateral root formation, and decreases root elongation in many plant species (Drew, 1975; Péret *et al*., 2014). Likewise, sulfur deficiency induces the formation of lateral roots in *Arabidopsis thaliana* plants (Remans *et al*., 2006; Gruber *et al*., 2013). Such changes in growth enable the root to explore increased soil volumes in search of nutrient‐rich patches. Adaptive changes in root architecture do not always require root growth, but can be achieved by modification of the existing root structure. For example some wetland plant species tend to develop air passage cells in existing roots in addition to form adventitious roots to survive oxygen deficiency caused by flooding (Visser *et al*., 1996; Gibberd *et al*., 2001). Restructuring of the whole root architecture is a biologically important phenomenon for plant survival and yield, but has not received sufficient attention and the detailed mechanisms and molecular factors involved in this process have not been revealed.

Cadmium (Cd), a toxic heavy metal pollutant that has adverse effects on both plants and animals, is distributed heterogeneously in soil, like nutrients and essential metals. The local concentration of Cd absorbable to plant roots varies widely in the soil, depending on the physical and biochemical properties of the soil, such as pH, humidity, the presence of other nutrients (e.g. Zn and Pi), and decomposing plant and animal matter, and the composition of the microbial community in the rhizosphere (Boekhold *et al*., 1991; Wang *et al*., 2006; Yi *et al*., 2007; Sharma & Raju, 2013). Plants can withstand heavy metals either by tolerance and/or avoidance mechanisms (Millaleo *et al*., 2010). Heavy metal tolerance can be achieved by detoxification mechanisms (reviewed in Clemens, 2006; Kramer, 2010), such as extrusion, chelation and sequestration. Plants can reduce internal Cd concentrations by exporting it out of the plant or sequestering it in the vacuole, and several transporters have been implicated in these processes (Kim *et al*., 2007; Baxter *et al*., 2003; Buer *et al*., 2010; DalCorso *et al*., 2010; Rascio & Navari‐Izzo, 2011; Park *et al*., 2012).

Furthermore, plants can prevent heavy metals from entering their cellular system (Millaleo *et al*., 2010), either by adjusting the rhizosphere environment by secreting organic acids that chelate heavy metals (Yang *et al*., 2000; Dong *et al*., 2007) or by changing the root architecture (Potters *et al*., 2007; Remans *et al*., 2012; Vitti *et al*., 2014; Mathieu *et al*., 2015). Several studies reported that plants inhibit primary root growth and, instead, enhance lateral root growth in response to Cd (Potters *et al*., 2007; Remans *et al*., 2012; Vitti *et al*., 2014; Mathieu *et al*., 2015), suggesting that plant roots respond to Cd by changing their entire root architecture (Whiting *et al*., 2000; Potters *et al*., 2007; Liu *et al*., 2010; Remans *et al*., 2012). However, even though soil is highly heterogeneous, with organic and inorganic constituents exhibiting a patchy distribution (Hodge, 2004, 2006, 2009), most studies of the plant's response to Cd contamination have been performed under homogeneous Cd supplementation, and therefore, provide only limited insight into root avoidance of Cd toxicity.

Many important factors involved in sensing and foraging of nutrients in a heterogeneous environment have been identified in roots using a split media system that mimics soil heterogeneity (Drew, 1975; Robinson, 1994; Gansel *et al*., 2001; Remans *et al*., 2006; Li *et al*., 2014; Feller *et al*., 2015). The dual affinity nitrate transporter NRT1.1, which both senses nitrate availability (Remans *et al*., 2006) and transports it (Gansel *et al*., 2001), was identified using this system.

In this study, we used the split media method to show that a novel GLABRA1 ENHANCER BINDING PROTEIN (GeBP) transcription factor (TF; GPL4) in *A. thaliana* inhibits root growth in the region of the rhizosphere contaminated with Cd, and thereby promotes the colonization of roots in noncontaminated regions of the rhizosphere. We also show that failure of root inhibition in response to Cd in plants with suppressed GPL4 results in increased Cd accumulation in the aerial parts. Thus, we reveal a novel TF that is required for the root avoidance response to metal stresses such as Cd.

## Materials and Methods

### Analyses of metals toxicity on plant growth

*Arabidopsis thaliana* (L.) Heynh. ecotype Col‐0 wild‐type (WT) and transgenic plants were grown on half‐strength Murashige‐Skoog (0.5×MS) agar plates with 1% sucrose in the absence or presence of the indicated treatment of metals or chemicals, in a controlled environment with a 16 h 22°C : 8 h 18°C, light : dark cycle for the indicated time periods.

In order to examine the effect of Cd toxicity on plant growth on agar plates, seeds were sown and germinated on 0.5×MS agar plates supplemented with 70 μM CdCl_2_ and grown for indicated periods (five plants per genotype and two to three genotypes per plate). The sensitivity of plants to Cd stress was assessed by measuring fresh weights and root lengths of the whole seedlings. In soil experiment, 3‐wk‐old plants were subjected to 1 mM CdCl_2_ treatment for 4 wk by irrigating the plants every fifth day. Photographs were taken 1 wk after the last irrigation. The sensitivity of plants to Cd stress was assessed by measuring fresh weights and chlorophyll. Briefly, leaf samples were extracted in 95% ethanol at 80°C for 10 min. Chlorophyll contents of the extracts were calculated from absorbance values at 647 and 664 nm, using the following equation: Chlorophyll = (7.93 × A_664_ + 19.93 × A_647_)/fresh weight. The concentrations of 70 μM CdCl_2_ and 1 mM CdCl_2_ were chosen based on the concentration‐dependent toxicity tests (Supporting Information Fig. S1).

The effects of excess copper (Cu) and zinc (Zn) and deficient Zn on plant growth on agar plates were tested as described earlier except that 0.5×MS agar medium was supplemented with 65 μM CuCl_2_, 0.5 mM ZnCl_2_ or, 5 μM TPEN (N,N,N′,N′‐Tetrakis‐(2‐pyridylmethyl) ethylenediamine), a Zn chelator.

### Identification of transcription factors involved in the Cd response using *A. thaliana* chimeric repressor gene‐silencing technology (CRES‐T) lines

Chimeric repressor gene silencing technology (CRES‐T) is a novel gene silencing system in which a dominant negative repressor of a TF suppresses the target genes of endogenous TF and its functionally redundant TFs (Hiratsu *et al*., 2003). Pooled seeds of *c*. 1600 *A. thaliana* CRES‐T lines were sown on 0.5×MS medium supplemented with 70 μM CdCl_2_, and Cd‐tolerant plants were selected for further analysis. To identify the transcription factor affected in Cd‐tolerant CRES‐T plants, genomic DNA was extracted, and transgenes were amplified using a forward primer that binds to the 35S promoter and a reverse primer that binds to the repressor domain, SRDX (Table S1). The PCR product was purified using a LaboPass TM GEL and PCR Clean‐up Kit, and sequenced.

### Generation of GPL4 transgenic *A. thaliana* plants

RNAi lines in which GPL4 is silenced by RNA intereference were generated by transforming *A. thaliana* plants (Col‐0 ecotype) with a pHellsgate8 binary vector containing a gene‐specific sequence (Wesley *et al*., 2001). Lines overexpressing GPL4 (OX) were generated using a pCambia1302 vector containing an sGFP fusion of the *GPL4* coding sequence (CDS) driven by the 35S promoter (*35S*_*pro*_ *:GPL4:sGFP*). To analyze the tissue‐specific expression of *GPL4*,* A. thaliana* plants were transformed by a pBI121 binary vector containing the *GPL4* CDS in a translational fusion with GUS or sGFP driven by the native promoter (*GPL4*_*pro*_ *:GPL4:GUS* and *GPL4*_*pro*_ *:GPL4:GFP*, respectively).

### Analysis of Cd‐mediated *GPL4* induction

Liquid 0.5×MS medium containing 70 μM CdCl_2_ was poured over the roots of 7‐d‐old WT or *GPL4*_*pro*_ *:GPL4:GUS* and *GPL4*_*pro*_ *:GPL4:sGFP* plants grown on 0.5×MS agar medium. After the indicated periods of incubation, GPL4 expression levels were assessed by quantitative reverse transcription polymerase chain reaction (qRT‐PCR) analysis (with *Tubulin8* as an internal control) or by monitoring GUS expression or GFP fluorescence. Primers used for qRT‐PCR and transgenic generation are listed in Table S1. The expression level of the reference gene *Tubulin 8* did not significantly change upon Cd treatment.

### ROS measurement

ROS were detected using the dye H_2_DCFDA (2′,7′‐dichlorodihydrofluorescein diacetate) as previously described (Lee *et al*., 1999). One‐ to two‐week‐old seedlings were incubated for 60 min at 4°C in 0.5×MS medium containing 10 μM DCF‐DA and then in liquid 0.5×MS supplemented or not with 70 μM CdCl_2_ for 60 min at 22°C. After washing with 0.1 mM KCl and 0.1 mM CaCl_2_ (pH 6.0) solution, dichlorodihydrofluorescein (DCF) fluorescence was observed by fluorescence microscopy and quantified (ImageJ). To quantify DCF fluorescence at the whole seedling level, seedlings treated as described earlier were ground and extracted using 1 ml of 10 mM Tris‐HCl (pH 7.2) and 1% Triton X‐100. From the supernatant obtained by centrifugation at 4°C for 20 min, protein content and DCF fluorescence intensity were measured using Bradford's assay and a Tecan spectrophotometer (Infinite M200PRO), respectively.

### Transcriptome analysis of GPL4 CRES‐T plants

Expression analysis of the WT and CRES‐T lines with or without Cd treatment was performed using Agilent Arabidopsis (V4) Gene Expression Microarrays (Agilent, Santa Clara, CA, USA) with two independent replicates. RNAs were extracted from 2‐wk‐old WT and CRES‐T seedlings treated or not with 70 μM CdCl_2_ for 2 h using an RNA Prep Kit (Qiagen, Manchester, UK). Signals were analyzed using Agilent Feature Extraction software (v.7.5.1), and intensities were normalized using the quantile normalization method (Bolstad *et al*., 2003) after log_2_ scale conversion. To identify present probes, a Gaussian mixture model (one for present probes and the other for absent probes) was fitted to the distribution of the quantile normalized log_2_ intensities. Probes with intensities larger than a cut‐off in which two Gaussian distributions met were determined to be present.

Differentially expressed genes (DEGs) were identified using the integrative statistical method described previously (Chae *et al*., 2013). Briefly, *t*‐statistics were computed from the two‐tailed *t*‐test for the two sample groups (CRES‐T and WT) with the assumption of unequal variance, and median differences between the two sample groups were also computed; empirical null distributions for the *t*‐statistics and the median difference were derived from random permutations of the whole samples; *P*‐values for *t*‐statistic values and median differences for individual genes were computed based on the corresponding empirical null distributions; two *P*‐values for *t*‐statistic values and median differences were combined using the Liptak‐Stouffer Z method (Hwang *et al*., 2005); and DEGs were finally selected as the genes with a combined *P*‐value of < 0.05 and fold change of ≥ 1.5.

For the enrichment analysis of gene ontology biological processes (GOBPs), the DEGs were first grouped into eight clusters based on whether they were up‐ or downregulated in CRES‐T, compared with the WT, in the presence and absence of Cd treatment. The GOBP enrichment analysis was then performed for the DEGs in individual clusters using DAVID software (Huang *et al*., 2009). The GOBPs significantly represented by the genes in individual clusters were selected based on having an enrichment *P*‐value of < 0.05 computed from DAVID.

Transcript level changes of selected DEGs after 2 h of Cd treatment were confirmed by qRT‐PCR analysis using gene‐specific primers (Table S1). *Tubulin8* was used as an internal control. The transcript level of *Tubulin8* was not affected by Cd treatment.

### Split media assay

In the vertically split 0.5×MS agar media assay, primary roots of 4‐d‐old seedlings were removed and the seedlings were grown for a further 8 d to develop two‐first‐order lateral roots. Twelve‐day‐old seedlings with two lateral roots of similar length were transferred to split plates containing 0.5×MS media, with one lateral root per side. In the split root plate, one side of the 0.5×MS agar media was supplemented with 10–30 μM CdCl_2_, 35 μM CuCl_2_, 0.5 mM ZnCl_2_, 5 μM TPEN, 5 nM PQ, or 60 or 80 mM NaCl (final concentration), whereas the other side was supplemented with an equal volume of water. Growth parameters were analyzed a week after transfer. In the horizontally split 0.5×MS agar media assay, the bottom half was supplemented with 10–70 μM CdCl_2_ and the top half supplemented with an equal volume of water. We used Cd concentrations as low as 10 μM, based on our concentration dependency test and a previous report (Remans *et al*., 2012).

Rhizoboxes for the split soil assay were prepared according to Whiting *et al*. (2000), with modifications. Square culture plates were partitioned into two chambers using plastic barriers and filled with soil moistened with water or Cd‐containing water (final concentrations of 1, 3 and 6 mM). Twelve‐day‐old seedlings with two lateral roots, generated as described earlier, were transferred to each box, with one root on each side (just above the soil surface), and the shoot was exposed through a slit in the lid. The individual boxes were sealed with 3M surgical tape, covered with aluminum foil, and incubated in a controlled environment. After 3 wk, photographs were taken and shoot weight and Cd content were measured.

### Measurement of heavy metal contents

In order to measure the contents of Cd, Cu and Zn in *A. thaliana* plants grown under Cd stress, plants were grown on 0.5×MS agar medium supplemented with 10 μM of Cd for 2 wk and washed thoroughly twice with 1 mm CaCl_2_ solution and then once with ice‐cold water. Samples were then completely digested with 65% HNO_3_ at 100°C and diluted with distilled water. Cd, Cu and Zn contents were measured by Inductively Coupled Plasma Spectrometry (ICP‐MS; Perkin Elmer, San Jose, CA, USA).

## Results

### A GeBP transcription factor is critical for Cd‐induced growth inhibition

In order to identify the TF(s) that play an important role in the plant's response to Cd, we screened *c*. 1600 *A. thaliana* transgenic lines that expressed chimeric repressors (CRES‐T) for lines that grew better than the WT on 0.5×MS medium supplemented with 70 μM CdCl_2_ (Fig. S1). We identified a novel TF belonging to the GeBP family (At1g44810, Fig. 1a) and confirmed the Cd tolerance with independently generated CRES‐T lines. We named this TF GeBP‐LIKE 4 (GPL4) because it is the fourth GeBP‐like TF to be identified in *A. thaliana* (Curaba *et al*., 2003; Chevalier *et al*., 2008; Perazza *et al*., 2011).

**Figure 1:**
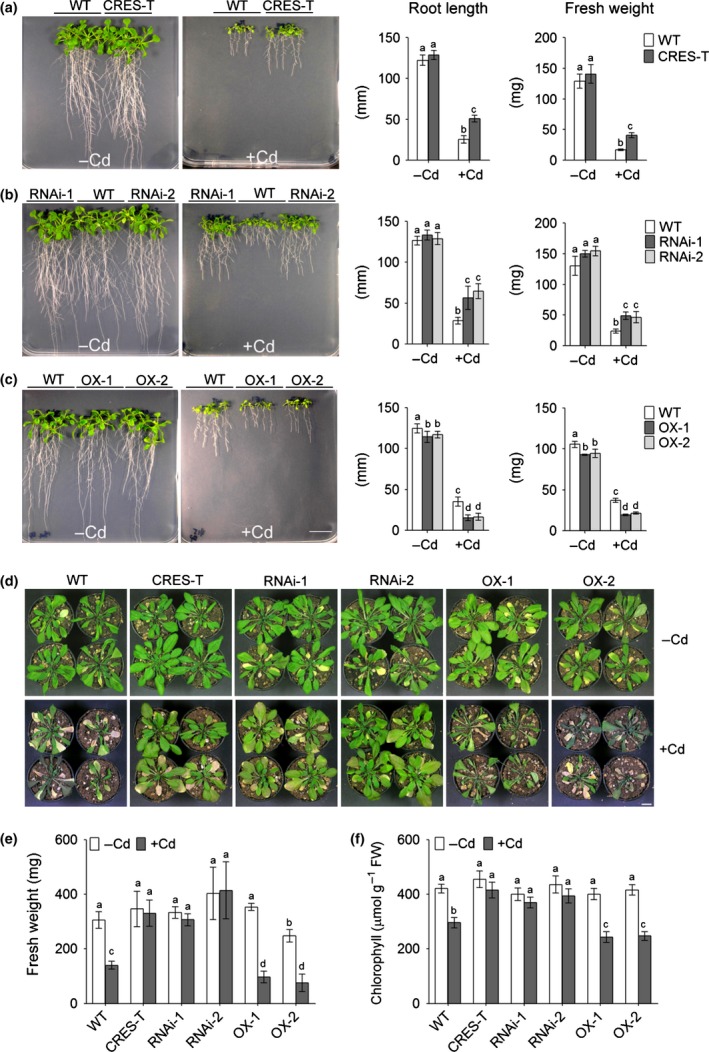
Genetically modified *Arabidopsis thaliana* plants with suppressed GPL4 function or altered *GPL4* expression exhibited altered sensitivity to cadmium (Cd) stress. (a–c) Enhanced Cd tolerance of plants in which GPL4 was suppressed by chimeric repressor gene silencing technology (CRES‐T, a) or RNA interference (RNAi, b) and (c) enhanced Cd sensitivity of overexpressing GPL4 (OX) plants compared with the wild‐type (WT). Plants were grown on 0.5×MS agar plates without or with supplementation of 70 μM CdCl_2_ (−Cd and +Cd, respectively) for 2 wk. Bar, 1 cm. Data of three independent experiments were combined and mean values (± SE) of the longest root length and total fresh weight per plate are presented. Each individual experiment was performed with at least four plates per genotype and treatment. (d–f) Altered Cd sensitivity of GPL4 transgenic (CRES‐T, RNAi and OX) lines grown in soil. Plants were watered without or with 1 mM CdCl_2_ (−Cd and +Cd, respectively) every fifth day until photographs were taken (d). Data of two independent experiments were combined and mean values (± SE) of (e) fresh weight and (f) chlorophyll content of the whole rosette are presented. Each experiment was performed with ≥ 4 plants per treatment and genotype. Bar, 1 cm. Different letters indicate that the means are significantly different between genotypes and treatments by Tukey's Honest Significant Difference test at *P *≤* *0.05 (a–c, e, f).

In order to confirm that Cd tolerance was due to GPL4 suppression, we generated GPL4 knockdown lines using RNA interference (RNAi) technology. We tried to isolate homozygous knockouts from the available T‐DNA insertion lines (SALK_020363 and SALK_038910), but failed. In the RNAi lines, the expression of *GPL4* was specifically downregulated (Fig. S2). Similar to the CRES‐T lines, the RNAi lines also exhibited Cd tolerance (Fig. 1a,b); in the presence of Cd, CRES‐T and RNAi produced longer roots and larger biomass than the WT. By contrast, lines that overexpressed GPL4 (OX, *35S*_*pro*_ *:GPL4:sGFP*) exhibited shorter roots and less biomass than the WT (Cd hypersensitivity; Fig. 1c).

Soil‐grown GPL4 transgenic plants exhibited similarly altered Cd toxicity (Fig. 1d–f). CRES‐T and RNAi plants exhibited tolerance to Cd, whereas OX plants exhibited hypersensitivity to Cd (Fig. 1d–f). Cd treatment did not affect the shoot biomass (Fig. 1e) or chlorophyll content (Fig. 1f) of CRES‐T and RNAi lines. By contrast, Cd treatment greatly reduced the production of biomass and chlorophyll in the WT and OX lines (Fig. 1e,f), and the effect was slightly more pronounced in the OX lines than in the WT, as can be seen in chlorophyll contents (Fig. 1f). Taken together, our results indicate that GPL4 plays an important role in Cd‐induced growth inhibition.

The plants shown in Fig. 1(d) were photographed after a week of withholding water supply. Thus, plants were wilted, but to different extents depending on the genotypes. Because severe wilting was apparent only in WT and OX plants treated with Cd, wilting seems to be a trait controlled, at least in part, by the GPL4. Water status in plants is known to be highly sensitive to Cd (Barcelö *et al*., 1986; Perfus‐Barbeoch *et al*., 2002). However, in the following analyses, we focused mainly on root length and fresh weight phenotypes, which are traits that can be readily assayed in many replicates and are thus amenable to rigorous statistical analysis.

### GPL4 is induced in the root tips in response to Cd

We then characterized the tissue‐specific expression of GPL4 using *GPL4*_*pro*_ *:GPL4:GUS* lines. GPL4 expression was detected in the tips of the main and lateral roots and apical meristem of shoots (Figs 2a, S3a). GPL4 expression was also observed in the young floral buds, siliques, developing embryos and senescing leaves (Fig. S3a). We confirmed the expression of GPL4 in the root tips using *GPL4*_*pro*_ *:GPL4:sGFP* (Fig. 2b). GPL4:sGFP was localized as punctate speckles within the nucleus in the root tip (Fig. 2b), which was confirmed with the DAPI nuclear stain.

**Figure 2:**
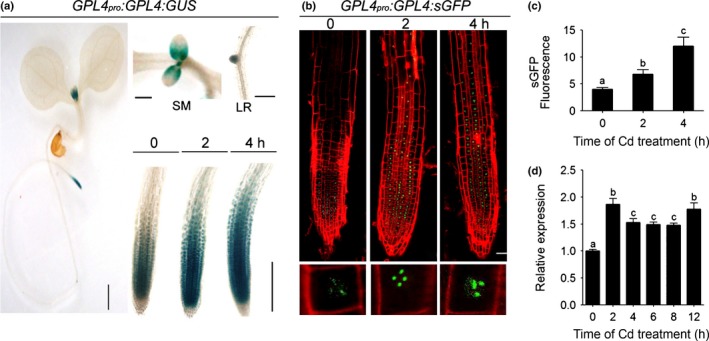
GPL4 is induced by cadmium (Cd) treatment in *Arabidopsis thaliana* root tips. (a) Tissue‐specific expression of GPL4 in 6‐d‐old *GPL4*_*pro*_ *:GPL4:GUS* seedlings and induction by Cd. Whole seedling (left panel; bar,1 mm); shoot meristem (SM, upper middle panel; bar, 500 μm); emerged lateral root (LR, upper right panel; bar,100 μm); and induction in the root tip observed at three time points (0, 2 and 4 h) after 70 μM CdCl_2_ treatment (lower right panel; bar, 100 μm). (b, c) Cd‐mediated induction of GPL4 in *GPL4*_*pro*_ *:GPL4:sGFP* seedlings, observed at three time points (0, 2 and 4 h) after 70 μM CdCl_2_ treatment (b, upper panel). Bar, 20 μm. An enlarged view of an individual cell with representative GPL4:sGFP expression level at indicated time points (b, lower panel); GPL4:sGFP was observed as prominent speckles in the nucleus. Relative fluorescence intensity (in arbitrary units) of sGFP in the root tips (c). Mean values (± SE) of three independent observations with ≥ 10 seedlings per time per experiment are shown. (d) Rapid increase in *GPL4* transcript level upon treatment with 70 μM CdCl_2_. Transcript levels were normalized by *beta tubulin 8* as an internal control. Mean values (± SE) of five independent experiments with three replicates per time point per experiment are shown. Different letters indicate that the means are significantly different between each time point by Tukey's Honest Significant Difference test (*P *≤* *0.01).

TFs involved in a stress response are often induced by that stress (Wang *et al*., 2016). Indeed, GPL4 was significantly induced within 2 h of Cd treatment at both transcript and protein levels (Fig. 2a–d). The root tip expression and induction by Cd suggest that GPL4 is involved in the early response to Cd stress in the rhizosphere.

### GPL4 regulates root biomass reallocation to avoid Cd toxicity

The question then arose as to why plants need a gene that renders them more sensitive to stress. We hypothesized that GPL4 plays a role in the Cd avoidance response (i.e. reorganizing root architecture to avoid Cd toxicity). To test this hypothesis, we investigated root proliferation of the WT and GPL4 transgenic plants in split media assays, which simulate the heterogeneity of Cd contamination in fields.

First, we examined root growth in agar media with two vertically split halves, one of which was filled with 0.5×MS agar medium supplemented with 10–30 μM CdCl_2_, and the other was filled with regular 0.5×MS agar medium (Fig. 3a). The WT and GPL4 transgenic (CRES‐T, RNAi, and OX) plants with two first‐order lateral roots of similar size were transferred to the vertically separated media and grown for further 8 d. In control plates with no Cd in either side (−/−Cd), root biomass was equal on both sides for all four genotypes (Figs 3a–c, S4; Table S2). However, in the plates containing two different media (−/+Cd), the WT and OX roots exhibited severe growth retardation in the Cd side, but strong growth in the Cd‐free control side (Figs 3a–c, S4; Table S2). By contrast, in CRES‐T and RNAi plants, retardation of root growth in the Cd side was either negligible (Fig. 3a–c; Table S2; 10 μM of Cd) or suppressed dramatically (Fig. S4; Table S2; 30 μM of Cd), and root growth in the Cd‐free side was not promoted (Figs 3a–c, S4; Table S2). We obtained similar results in a split medium assay using soil‐grown plants in rhizoboxes, which were filled with Cd‐contaminated soil on one side of a partition and normal soil on the other (Fig. 3e,f; Table S3).

**Figure 3:**
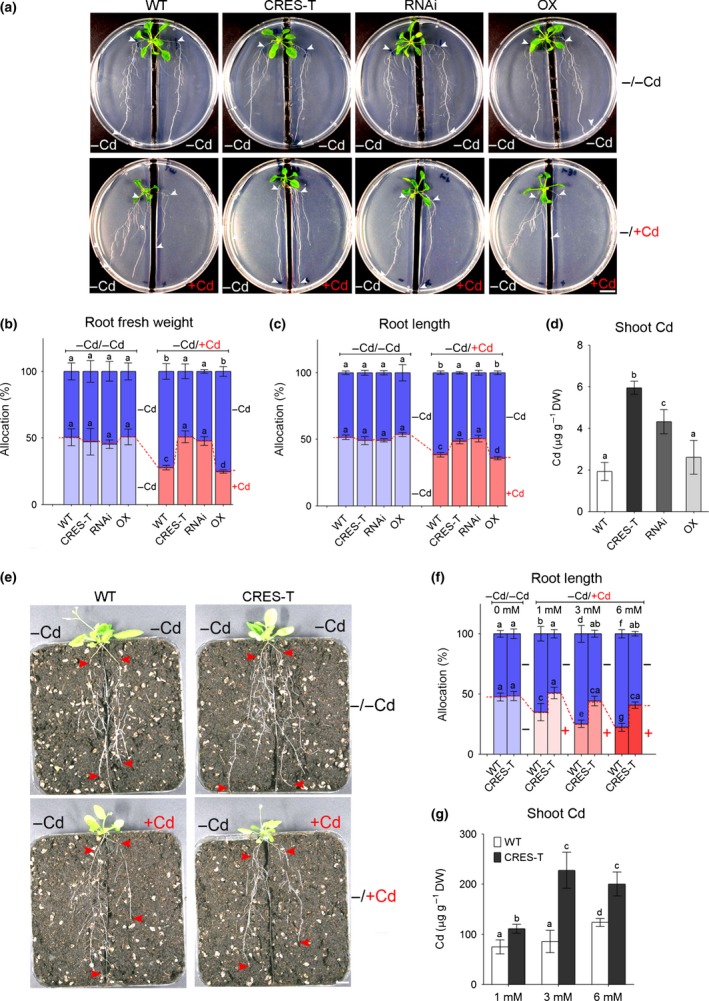
GPL4 limits root growth on cadmium (Cd)‐containing medium and increases root growth on normal medium in *Arabidopsis thaliana*. (a–d) Growth of wild‐type (WT) plants, GPL4 suppressed plants by chimeric repressor gene silencing technology (CRES‐T) or RNA interference (RNAi), and GPL4 overexpression (OX) plants on vertically split media supplemented with water (−Cd) and 10 μM CdCl_2_ (+Cd). Representative images of homogeneous (−/−Cd; upper panel) and heterogeneous (−/+Cd; lower panel) Cd supplementation (a). Arrowheads indicate net growth of the main roots after transfer. Bar, 1 cm. Mean percentage allocation (± SE) of (b) root fresh weight and (c) the longest root length on the two sides of the split media from three independent experiments. The percentage values in the left (−Cd) are in the upper segments of the bars (blue) and in the right (−Cd for ‘−/−Cd’; light blue and +Cd for ‘−/+Cd’; pink) are in the lower segments. Cd contents in the shoots of plants grown in heterogeneous (−/+Cd) split media (d). Each individual experiment was performed with ≥ 6 seedlings per genotype per treatment. (e, f) Growth of WT and CRES‐T plants in rhizoboxes. Representative images (e) of homogeneous (−/−Cd) control soil in both chambers (top), and heterogeneous (−/+Cd) soil supplemented with 1 mM Cd in the right side (bottom). Arrowheads indicate net growth of the main roots after transfer to rhizoboxes. Bar, 1 cm. Mean percentage allocation (± SE) of the longest root length between the two chambers in rhizoboxes analyzed at three different concentrations (1 mM, 3 mM, and 6 mM) of CdCl_2_ are presented (f). The percentage values in the left (−Cd) are in the upper segments of the bars (blue) and those in the right (−Cd for ‘−/−Cd’; light blue and +Cd for ‘−/+Cd’; pink, increase in color intensity denotes an increase in Cd concentration) are in the lower segments. Cd contents in shoots of plants grown in heterogeneous soil containing 1 mM, 3 mM, or 6 mM CdCl_2_ in right rhizobox chamber and no Cd in the left (g). The assay was performed three times with ≥ 6 seedlings per genotype per treatment and per assay. Different letters indicate that the means are significantly different between genotypes and treatments by Tukey's Honest Significant Difference test at *P *≤* *0.05 (b–d, f, g).

We confirmed the results by placing intact seedlings or sowing seeds directly on horizontally split agar medium, in which the bottom half was supplemented with 10 and 70 μM CdCl_2_ and the top half contained control medium (Fig. 4; Table S4). The WT plants inhibited primary root growth in the Cd‐containing media, and instead, proliferated lateral roots in the top half, which lacked Cd. By contrast, CRES‐T plants failed to exhibit such changes in root proliferation (Fig. 4a–d). Similar but more pronounced differences between CRES‐T and the WT were observed at higher Cd concentration (70 μM CdCl_2_, Fig. 4e–h).

**Figure 4:**
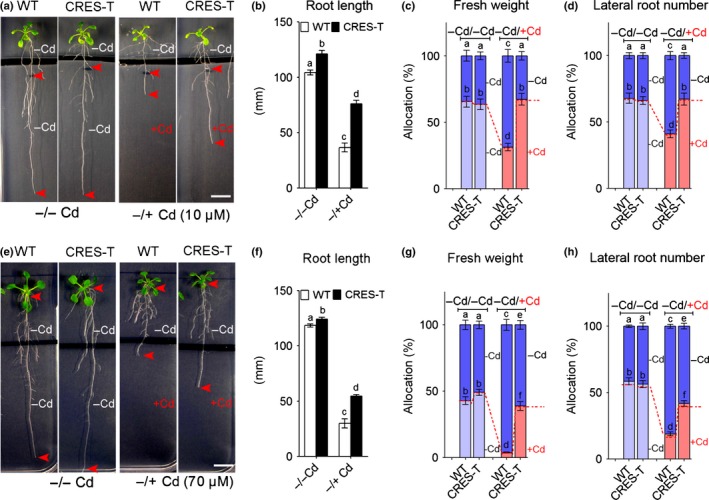
GPL4 reallocates root growth from the cadmium (Cd)‐containing medium towards normal medium in *Arabidopsis thaliana*. (a–d) Growth of wild‐type (WT) plants and GPL4 suppressed plants by chimeric repressor gene silencing technology (CRES‐T) in horizontally split medium containing 10 μM CdCl_2_ in the bottom half. (a) Representative images of homogeneous (−/−Cd, left panels) and heterogeneous (−/+Cd; right panels) medium. Intact 5‐d‐old seedlings were transferred to the split media, and arrowheads indicate net main root growth after transfer. Lateral roots of the WT in heterogeneous (−/+Cd) medium were artificially straightened. Mean values (± SE) of three independent experiments are given: (b) net primary root growth, (c) percentage allocations of the root fresh weight and (d) lateral root numbers between the top and bottom media. (e–h) Growth of WT and CRES‐T plants in horizontally split medium containing 70 μM CdCl_2_ in the bottom half. Representative images of homogeneous (−/−Cd, left panels) and heterogeneous (−/+Cd; right panels) medium (e). Seeds were directly sown on split media. Mean values (± SE) of three independent experiments are given; (f) primary root length, (g) percentage allocations of the root fresh weight and (h) lateral root numbers between the top and bottom media. The percentage values in the top (−Cd) are represented in the upper segments (blue) of the bars and those in the bottom (−Cd for ‘−/−Cd’; light blue and +Cd for ‘−/+Cd’; pink) are in the lower segments (c, d, g, h). Each individual experiment was performed with ≥ 8 seedlings per genotype and treatment. Different letters indicate that the means are significantly different between genotypes and treatments by Tukey's Honest Significant Difference test (*P *≤* *0.05). Bars, 1 cm.

These results indicate that GPL4 is necessary for root avoidance response, that is, inhibition of root growth in the Cd‐contaminated medium and colonization in the noncontaminated medium.

### GPL4‐mediated root avoidance is necessary to reduce Cd accumulation in the shoots

Many toxic metals enter roots through essential metal transporters (Clemens, 2006). Because the survival of the plant depends on the root's ability to absorb essential metals, absorption of toxic metals in the environment cannot be avoided completely. We suspected that the large root surface area observed for CRES‐T and RNAi plants grown in media contaminated with Cd might result in increased Cd uptake and accumulation in the plants. Indeed, the Cd contents of CRES‐T and RNAi shoots was two‐ to three‐fold higher than those of the WT and OX shoots, both for plants grown on agar medium (Fig. 3d) and in soil (Fig. 3g), when only half of the growth medium was contaminated with Cd. The shoot Cd content increased with increasing concentrations of Cd in the soil (Fig. 3g). These results suggest that the WT plants limit Cd accumulation in their shoots by reducing the proliferation of roots in Cd‐contaminated regions of the growth medium and that this depends on GPL4.

### GPL4 transcriptionally regulates the expression of oxidative stress‐related genes

In order to get insight on the mechanism of GPL4‐mediated root avoidance, first of all, we determined the GPL4 activity as a transcription factor using a transient expression assay in *A. thaliana* rosette leaves (Fig. S3b; Methods S1). Fusion of GPL4 to the GAL4 DNA‐binding domain (GAL4DB‐GPL4) significantly enhanced the expression of the reporter luciferase compared with the GAL4DB control (Fig. S3b, *P *<* *0.01). Similar transcriptional activation activity of GPL4 was observed by another reporter system in yeast (Fig. S3c; Methods S2).

We next identified potential target genes of GPL4 by comparing the genome‐wide gene expression profiles of GPL4 CRES‐T and the WT plants treated or not with 70 μM CdCl_2_ (Fig. 5a). 

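RNA of whole 2-wk-old seedlings was hybridized to 8 single-color Agilent arrays, 2 for each of 4 groups: WT plants and GPL4 CRES-T plants in the absence of Cd, and WT and CRES-T plants in the presence of 70 μM CdCl2. CRES-T plants express GPL4 fused to a repression domain, which turns the transcription factor into a repressor of the genes it binds. The paper gives 2 h for the treated and the untreated plants, whereas the sample names and the columns of Table S6 give 0 h for the plants without Cd and 2 h for those with Cd. The replicates are described as independent, but not whether they came from separate cultures, so that p-values measure the spread between these RNA samples, which may be technical. All 8 arrays lay on 1 slide and were read in 1 scan. Arrays without Cd were in row 1 and arrays with Cd in row 2, with WT in columns 1 and 2 and CRES-T in columns 3 and 4, so that place on the slide and group cannot be told apart.
Feature Extraction summarized 61657 spots on each array, which carry 43603 probes. The 75th percentile of the processed signal was 3880 and 3064 on the WT arrays without Cd, 2006 and 2629 on the CRES-T arrays without Cd, 2625 and 1852 on the WT arrays with Cd, and 1986 and 2942 on the CRES-T arrays with Cd. Between 70.4% and 77.9% of the spots of an array were well above background, and 0 spots were saturated. The processed signals were converted to log2, spots of the same probe were averaged, and the probes were quantile-normalized over the 8 arrays, the normalization the paper names. A probe was taken as present where it exceeded the meeting point of the 2 Gaussian distributions fitted to each array on both arrays of at least 1 group, which left 36948 probes. This meeting point lay near a log2 intensity of 3.02, and 19.5% of the present probes were not well above background on all 8 arrays. The number of arrays limits the precision of every comparison. The files used here do not pair the probes with genes, so the values are those of probes.
Across the present probes, which are not independent replicates, the normalized log2 intensities of the replicates correlated at r = 0.995 for WT and 0.993 for CRES-T without Cd, and at r = 0.986 for WT and 0.989 for CRES-T with Cd. The SD of the log2 difference between replicates was 0.33 for WT and 0.38 for CRES-T without Cd, and 0.56 for WT and 0.50 for CRES-T with Cd. The first principal component, with 25% of the variance, separated the arrays without Cd from those with Cd. Neither it nor the second component, with 21.3%, separated CRES-T from WT.

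**Figure D1:**
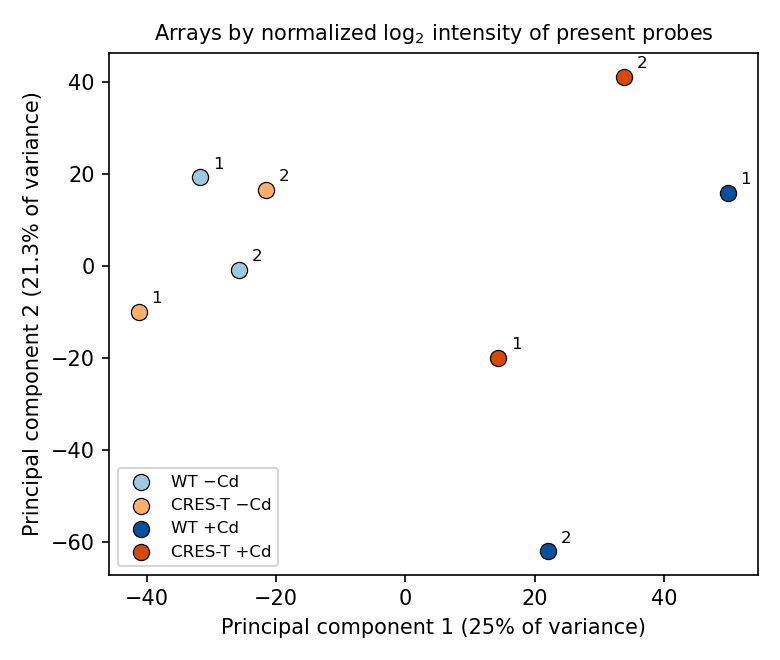
Principal components 1 and 2 (25% and 21.3% of the variance) of the normalized log2 intensities of the present probes on the 8 arrays. Each point is an array, numbered by replicate and colored by group; the 4 arrays without Cd lie between −41.26 and −21.57 on component 1, and the 4 arrays with Cd between 14.39 and 49.93.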

We identified a total of 1289 differentially expressed genes (DEGs) between CRES‐T and the WT plants in the absence or presence of Cd (see the Materials and Methods section for details). 

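In the absence of Cd, 1 of the 36948 present probes differed between CRES-T and the WT at an adjusted p under 0.05 from limma, and in the presence of Cd 41 probes differed, 20 higher and 21 lower in CRES-T. The probe that differed in both media, A_84_P18356, had a normalized log2 intensity of 11.80 ± 0.010 (SD, n = 2 arrays) in CRES-T without Cd and was not well above background on either WT array, where it read 2.43 ± 0.13. Its signal was at least 257-fold higher in CRES-T without Cd (adjusted p = 1.17e-05) and at least 78.6-fold higher with Cd (adjusted p = 1.33e-05). These bounds set the mean of the bright group against the lowest signal among probes well above background on the arrays of the dim group, or the dim probe's own signal where higher. They hold for the processed signals only. With the authors' deposited values the log2 fold changes of A_84_P18356 were smaller than these bounds, 6.131 without Cd and 5.425 with Cd. Which transcript A_84_P18356 reads is not known, so a plant gene cannot be told apart from a sequence of the CRES-T construct. A_84_P83399 was at least 111-fold lower in CRES-T in the presence of Cd (adjusted p = 0.00265), with 11.36 ± 0.058 in the WT and 3.44 ± 0.46 in CRES-T, where it was not well above background on either array. In the absence of Cd its log2 fold change was −2.81 (standard error 0.33, adjusted p = 0.145), and the test of the difference between the media gave an adjusted p of 0.0955. Without Cd it passed limma's adjusted p under 4 alternatives (0.0181 to 0.0261) and not under 15. With the authors' deposited values its log2 fold change with Cd was −5.332, smaller than its bound from the processed signals. The 41 probes had a median absolute log2 fold change of 1.59, and 29 of them were not well above background on all 8 arrays.
At thresholds of the form used in the paper, an unadjusted p under 0.05 and a fold change of at least 1.5, 524 probes were higher and 584 lower in CRES-T without Cd, and 769 were higher and 461 lower with Cd. These made 2129 probes in all. On simulated arrays, 659 of 36745 unchanged probes passed these thresholds without Cd and 639 with Cd, and of 50 probes changed 2-fold with Cd 46 passed them and 19 passed at the adjusted p. The replicates of CRES-T and the WT did not overlap for 50.8% of the probes without Cd and for 33.8% with Cd, where chance gives 33.3%. Both the fit and the simulated arrays used 1 spread per probe for all 4 groups, although replicates differed more with Cd (ratio 1.50). This can make p-values too small with Cd and too large without. With only the 4 arrays compared in the limma fit, 4 probes passed the adjusted p with Cd and 1 without Cd. At an unadjusted p under 0.05 these were 1589 and 4168, where chance gives 1847. With array weights the counts were 16 and 2, and 1835 and 5258 unadjusted. The count of 41 was 8 (2 higher, 6 lower) with scaling to the 75th percentile, 56 (43 higher, 13 lower) with the authors' deposited values, and 5 to 82 when single arrays were left out, with 11 higher and 69 lower without WT replicate 1 with Cd, 14 and 68 without WT replicate 2 with Cd, and 33 and 10 without CRES-T replicate 2 with Cd, while the count of 1 without Cd was 19 (14 higher, 5 lower) with the authors' deposited values. The call of A_84_P83399 with Cd was lost when only the 4 arrays compared entered the limma fit (adjusted p = 0.0586, against 9.45e-05 to 0.0363 under its other alternatives). The paper selected its DEGs at a combined p-value from t-statistics and median differences and a fold threshold, and from this comparison it identified potential target genes of GPL4.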

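When the probes past the unadjusted p and the 1.5-fold threshold were sorted by their direction in each medium, 2044 of them fell into 5 groups. In the presence of Cd alone, 422 probes were lower in CRES-T (Cluster 1) and 599 were higher (Cluster 3). In the absence of Cd alone, 518 were lower (Cluster 2) and 381 higher (Cluster 4), and 124 were higher in CRES-T in both media (Cluster 5). The 3 other groups held 20 probes lower in both media, 46 lower without and higher with Cd, and 19 higher without and lower with Cd.
The median log2 fold change of the Cluster 1 probes was −0.98 with Cd and 0.01 without Cd, and that of the Cluster 3 probes 0.95 with Cd and 0.05 without Cd. For Cluster 2 the medians were −0.79 without Cd and 0.11 with Cd, and for Cluster 4 they were 0.84 without Cd and 0.03 with Cd. The Cluster 5 probes had medians of 0.89 without Cd and 1.03 with Cd. Passing the thresholds in a single medium does not by itself show that the media differ. In limma's test of that difference, 54.3% of the Cluster 1 probes, 58.5% of Cluster 2, 51.8% of Cluster 3 and 48.6% of Cluster 4 had an unadjusted p under 0.05, whereas 10.5% of Cluster 5 did, and at an adjusted p 3 probes passed, all of Cluster 1 and not well above background in either genotype without Cd. The probes were chosen on the same arrays, which by itself raises these shares in Clusters 1 to 4.
The comparisons share no arrays but share each probe's estimate of the spread, which by itself makes the same probes pass in both. In 20 simulated draws with no probe changed, 21.2 probes on average and at most 27 were higher in both media, against 2.74 for independent lists, and the other 3 combinations gave means of 21.7 to 23 against 2.74 to 2.81. Observed were 124 higher in both media against 10.9 for independent lists, 46 lower without and higher with Cd against 12.2, 20 lower in both against 7.29, and 19 higher without and lower with Cd against 6.54. The simulated lists were shorter, and relative to independent lists their overlaps exceeded those observed in the last 3 groups. The draws gave all 4 groups the same spread, unlike the real arrays. Probes not well above background on all 8 arrays made up 72.7% of Cluster 1, 46.5% of Cluster 2, 81.8% of Cluster 3, 60.4% of Cluster 4 and 37.9% of Cluster 5. With the authors' deposited values in place of the processed signals, the 5 clusters held 145, 252, 102, 139 and 71 probes in this order. Single arrays also moved the clusters: Clusters 1 and 3 held 969 and 1079 probes without CRES-T replicate 1 with Cd, 784 and 939 without WT replicate 1 with Cd and 751 and 953 without WT replicate 2 with Cd, Cluster 2 held 810 without CRES-T replicate 1 without Cd, and Cluster 4 held 219 and 605 without WT replicates 1 and 2 without Cd.

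**Figure D2:**
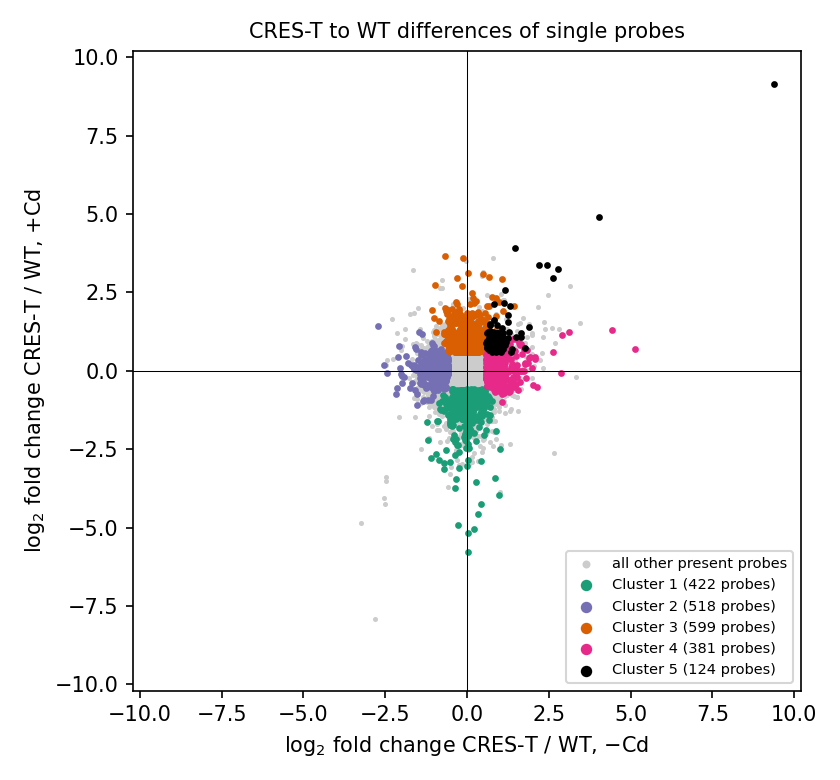
Log2 fold change of CRES-T over WT without Cd (horizontal axis) and with Cd (vertical axis) for the present probes, each point a probe. Probes of Clusters 1 to 5 are colored and all other present probes are gray; the Cluster 1 probes lie below 0 on the vertical axis with a median of −0.98, and the Cluster 5 probes lie above 0 on both axes.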

We then grouped 1289 DEGs into eight clusters and focused on the five major clusters that contained > 50 DEGs (i.e. Clusters 1–5 in Fig. 5a; Table S5): Clusters 1 and 3 included genes that were suppressed and induced in GPL4 CRES‐T plants vs in the WT in the presence of Cd, respectively; Clusters 2 and 4 included genes that were suppressed and induced in CRES‐T vs in the WT in the absence of Cd, respectively, but that exhibited similar expression in the wild type and CRES‐T in the presence of Cd; and Cluster 5 included genes that were induced in CRES‐T vs in the WT both in the presence and absence of Cd. Strikingly, many genes in Clusters 1 to 3 are involved in the oxidative stress response according to our gene ontology biological processes analysis (Fig. 5b; Table S6). We evaluated the expression levels of a subset of these genes by qRT‐PCR (Fig. S3d,e) and confirmed that their expression levels were significantly up‐ or downregulated in GPL4 CRES‐T by Cd stress (*P *<* *0.01).

**Figure 5:**
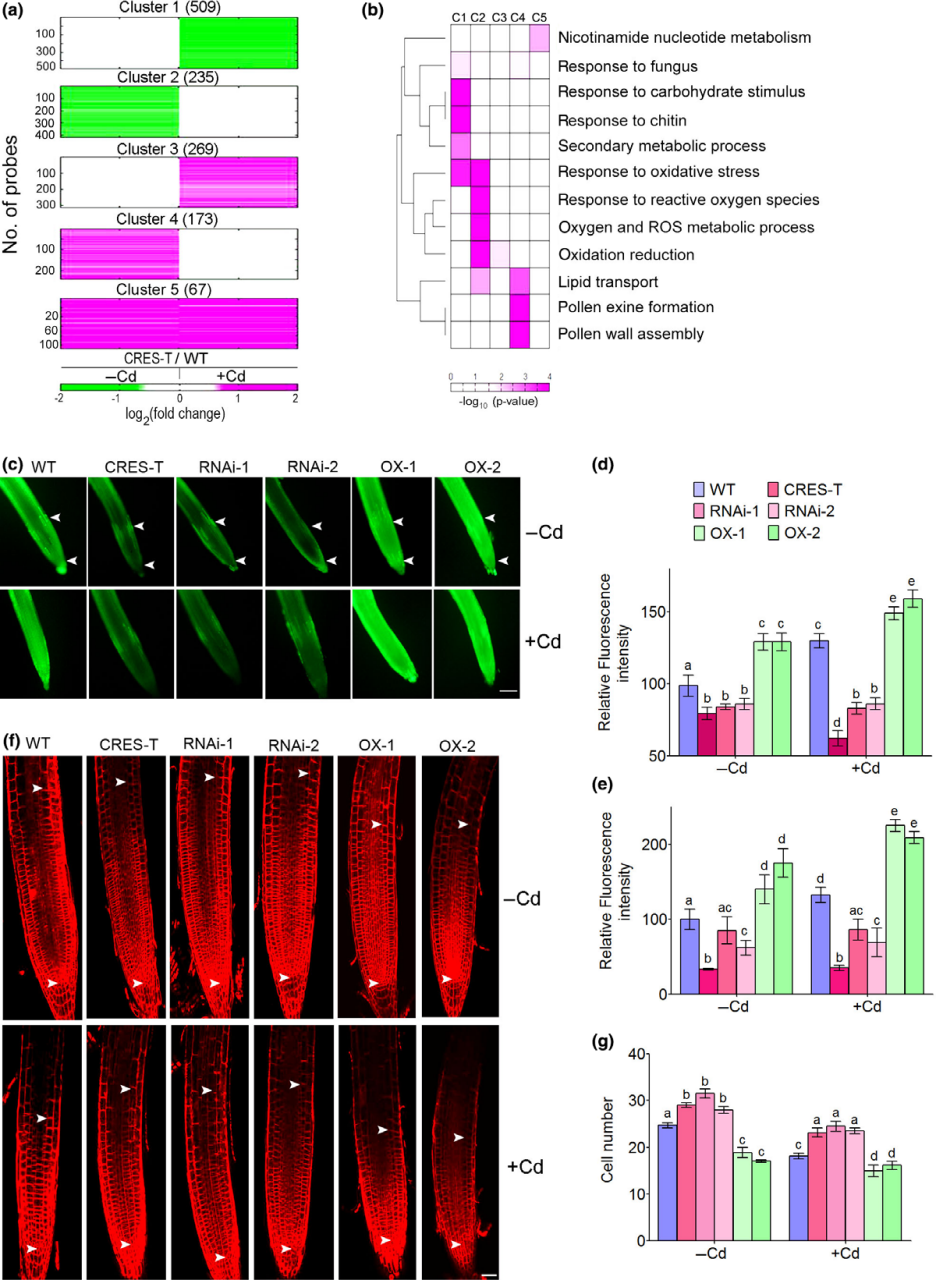
GPL4 regulates the expression of oxidative stress‐related genes, reactive oxygen species (ROS) concentration, and the cell number at the root apical meristem (RAM) in *Arabidopsis thaliana*. (a) Differentially expressed genes (DEGs) between wild‐type (WT) plants and GPL4 suppressed plants by chimeric repressor gene silencing technology (CRES‐T) in the absence (−Cd) and presence (+Cd) of 70 μM CdCl_2_ were grouped into five major clusters (Clusters 1–5). Green and magenta indicate down‐ and upregulation in CRES‐T compared with the WT, respectively. The color bar represents the gradient of log_2_‐fold changes between CRES‐T and the WT. Numbers in parentheses indicate the number of DEGs. (b) Gene ontology biological processes represented by DEGs in Clusters 1–5 (C1–C5). The color represents the significance (*P *<* *0.05) of each process being enriched by the genes in individual clusters. The color bar shows the gradient of −log_10_(*P*‐value), where the *P*‐value is the enrichment significance computed by DAVID. The dendrogram shows the clustering results of the processes. (c–e) ROS concentration assessments using H_2_ DCF‐DA dye without (−Cd) and with (+Cd) 70 μM CdCl_2_ treatment. Representative images of root tips are shown (c). Arrowheads indicate the local ROS maxima in the −Cd condition. The mean values (± SE) of DCF fluorescence measurement (normalized to WT value in the −Cd condition) in (d) the root tip and (e) whole seedlings were obtained from three independent experiments. Each experiment was performed with 10 seedlings per time point and genotype. (f, g) Size of the root apical meristem in 7‐d‐old WT and GPL4 transgenic seedlings grown on 0.5×MS media without or with Cd supplementation (−Cd and +Cd, respectively). (f) Representative root tip images and (g) mean cortical cell numbers (± SE) in the root apical meristems obtained from three independent observations are shown. Arrowheads indicate the root apical meristems. Each observation was performed with five seedlings per genotype per treatment. Different letters indicate that the means are significantly different between genotypes and treatments by Tukey's Honest Significant Difference test at *P *≤* *0.01 (d, e, g). Bars: (c) 50 μm; (f) 20 μm.

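A_84_P305480 was among the probes lower in CRES-T than in the WT in the presence of Cd alone at the adjusted p. It was picked by its fitted fold change, but probes whose CRES-T signal lies near the floor have no order by fold. Its normalized log2 intensity with Cd was 8.27 ± 0.24 (SD, n = 2) in the WT, while in CRES-T it was not well above background on either array (2.50 ± 0.065). In the processed signals this is at least 13-fold lower in CRES-T (adjusted p = 0.000133 from limma). With the authors' deposited values the log2 fold change was −2.526, smaller than this bound. In the absence of Cd it was not well above background on any array, so whether the genotypes differed there cannot be told, and the adjusted p of 0.00151 for the difference between the media rests on these signals near the floor.
At the adjusted p, 18 of the Cluster 1 probes were lower in CRES-T with Cd. In 3 of these the CRES-T to WT difference itself differed between the media at the adjusted p, A_84_P305480 among them, where simulated arrays with no probe changed and the same spread in all 4 groups gave at most 1 in 20 draws. These 3 were well above background on both WT arrays with Cd and on none of the other arrays, so that their difference between the genotypes without Cd was not measured. Over all Cluster 1 probes, the median log2 fold change of Cd over no Cd was 0.70 in the WT and −0.29 in CRES-T. Both medians use the arrays on which the cluster was selected, which by itself moves the first up and the second down. With scaling to the 75th percentile, 0 probes passed limma's test of the difference between the media at the adjusted p and 4673 at an unadjusted p under 0.05, and without WT replicate 1 or 2 with Cd, 25 and 26 probes passed at the adjusted p.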

Cluster 1 most likely includes direct targets of GPL4 in Cd response. We therefore further investigated 10 genes from Cluster 1 (Table S6; Note S1) to find out if they are under direct control of GPL4. We examined the interaction between GPL4 and promoters of 10 genes using yeast‐one‐hybrid (Y1H) and Luciferase reporter activity assays (Methods S1, S2) and found strong interaction of GPL4 to the promoter of *OXYSTEROL‐BINDING PROTEIN* (*OSBP*)*‐RELATED PROTEIN 4C* (*ORP4C*) and weak interaction to the promoters of an *ETHYLENE RESPONSIVE TF family member* (*ERF61*) and a *2‐OXOGLUTARATE‐IRON‐DEPENDENT* (*2OG‐Fe(II)‐dependent*) *OXYGENASE* family member (Fig. S5a,b). We evaluated the role *ERF61* and *ORP4C* in the Cd stress response using their knockout mutants (*erf61* and *orp4c*, respectively). *The 2og‐fe(II)‐dependent oxygenase* knockout mutant was not available at the time of the study. In the presence of 70 μM CdCl_2_, *orp4c* and *erf61* plants grew better (both root length and fresh weight) than the WT, similar to GPL4 CRES‐T plants (Fig. S5c).

Taken together, these results suggest that GPL4 regulates the expression of genes involved in oxidative stress response to Cd stress either directly or indirectly.

### GPL4 regulates ROS concentration and cell number in the root meristem

We then examined the physiological relevance of the transcriptomic data (Fig. 5a,b). First, ROS concentration was analysed in the GPL4 transgenic lines (CRES‐T, RNAi, OX) in response to Cd exposure. We measured ROS concentrations in the roots, specifically in the tip regions, where *GPL4* is expressed, using H_2_DCFDA dye (Fig. 5c). H_2_DCFDA is deacetylated in the cell and oxidized by ROS, producing highly fluorescent DCF (Kooy *et al*., 1997). Exposure to Cd induced an increase in DCF fluorescence in the root tips and whole seedlings of the WT plants (Fig. 5c–e). However, the Cd‐induced increase of DCF fluorescence was markedly suppressed in CRES‐T and RNAi lines, whereas it was enhanced in OX lines (Fig. 5c–e). Moreover, we observed slight differences in ROS concentrations between genotypes under control (−Cd) conditions (Fig. 5d,e). We also found that the Cd‐induced ROS production after Cd treatment was also significantly reduced in *erf61* and *orp4c* root tips and whole seedlings of *erf61* compared with the WT (Fig. S5d).

Second, we investigated whether GPL4 regulates the growth of the root apical meristem (RAM) because high concentrations of ROS inhibit cell proliferation (Sanz *et al*., 2012), and more specifically, the ROS generated by Cd stress inhibit root growth (Tamas *et al*., 2010). As shown in Fig. 5f, CRES‐T and RNAi lines exhibited longer meristematic zones (more cells), whereas OX lines exhibited shorter meristematic zones (fewer cells) than the WT in both the presence and absence of Cd treatment (Fig. 5f,g; with no significant difference in cell length). Consistent with altered meristem activity, root length was significantly different between 1‐ to 2‐wk‐old WT and GPL4 transgenic seedlings, even in the absence of Cd (Fig. S6). Taken together, these results indicate that GPL4 plays an important role in ROS generation at the root tip. Furthermore, the results suggest that the decreased ROS concentrations in CRES‐T and RNAi diminish the Cd‐induced inhibition of RAM activity, enabling continuous root growth in media contaminated with Cd.

### GPL4 regulates the generation of ROS, which in turn inhibits root growth

In order to further test our hypothesis that ROS generation is a central mechanism of GPL4‐mediated root growth inhibition in Cd stress, we applied an ROS inducer, paraquat (PQ; Bus & Gibson, 1984), to one‐half of a vertically split plate containing 0.5×MS agar medium. We found that the WT root growth was severely inhibited in the PQ side (Fig. S7a–c; Table S7), but was enhanced in the control side. The ROS inducer also significantly inhibited root growth of CRES‐T. However, it was to a lesser extent than in the WT and no enhancement of root growth in the control side (Fig. S7a–c).

We then tested whether quenching ROS can recover OX from the Cd hypersensitivity using an ROS quencher, potassium iodide (KI; Tsukagoshi *et al*., 2010). KI treatment cancelled the hypersensitive response of OX lines to Cd with respect to total fresh weight and root length (Fig. S7d), and reduced ROS concentrations in the OX root tips to the WT level (Fig. S7e). These data indicate that ROS is involved in the GPL4‐mediated root growth inhibition and thereby allowing root colonization in favourable growth conditions.

### GPL4 does not directly modulate Cd transport or glutathione‐mediated tolerance

Our results suggest that GPL4 regulates ROS concentrations during Cd response (Fig. 5). However, we could not exclude the possibility that other important Cd tolerance mechanisms, such as Cd transport and chelation, might be regulated by GPL4. First, to examine whether Cd uptake and translocation was compromised in the GPL4 transgenic lines, we measured the Cd contents from seedlings grown on homogeneous medium containing 10 μM CdCl_2_ for 2 wk (Fig. S8). To avoid any effect caused by large differences in the biomass of the plants, we used 10 μM CdCl_2_, which did not significantly affect plant growth. However, we did not detect any difference in Cd contents of roots, shoots and whole seedlings between the genotypes (Fig. S8a–c). Second, we measured Zn and Cu contents in Cd‐treated WT and GPL4 transgenic lines, because Cd competes with and replaces essential metals producing toxicity. However, neither Zn nor Cu contents differed between the genotypes (Fig. S8d,e). Third, we tested the involvement of glutathione, which plays an important role in Cd chelation and tolerance (Cobbett & Goldsbrough, 2002), using glutathione biosynthesis inhibitor, buthionine sulfoximine (BSO). In the presence of BSO, CRES‐T and OX plants still exhibited Cd tolerance and hypersensitivity, respectively (Fig. S8f–k). Taken together, these results indicate that it is unlikely that GPL4 regulates cellular mechanisms involved in transport or glutathione‐dependent chelation of Cd.

### GPL4 is required for root avoidance in response to stress by essential metals

Our data indicate that GPL4 is involved in the ROS‐mediated root growth inhibition and GPL4 suppression (CRES‐T and RNAi) protects roots from Cd‐induced oxidative stress. An increase in ROS concentrations is a common toxicity response to various metal stresses, such as Cu or Zn excesses and Zn deficiencies (Sharma *et al*., 2004; D'Souza & Devaraj, 2012; Saha *et al*., 2012). Therefore, we were curious whether GPL4 is also involved in toxicity responses to other metals. First, we examined growth in homogeneous growth medium supplemented with excess Cu, excess Zn and Zn chelator (Fig. S9). CRES‐T and RNAi lines exhibited tolerance and OX lines exhibited hypersensitivity to excess Cu, excess Zn, and Zn deficiency (Fig. S9a–e). Moreover, *GPL4* expression was increased in response to excess Cu and Zn (Fig. S9f). Second, we assessed the root avoidance response of CRES‐T plants grown in the presence of excess or deficient concentrations of essential metals in a split media system (Fig. 6). The WT roots clearly exhibited the avoidance response to excess Cu, excess Zn, Zn deficiency, and salt stress and colonization in the control chambers (Fig. 6a–h; Table S8). However, CRES‐T plants failed in the avoidance response to metal stresses but not to salt stress (Fig. 6a–h, Table S8). Taken together, these results suggest that GPL4 mediates root avoidance following exposure to diverse metal stresses, but not to salt stress.

**Figure 6:**
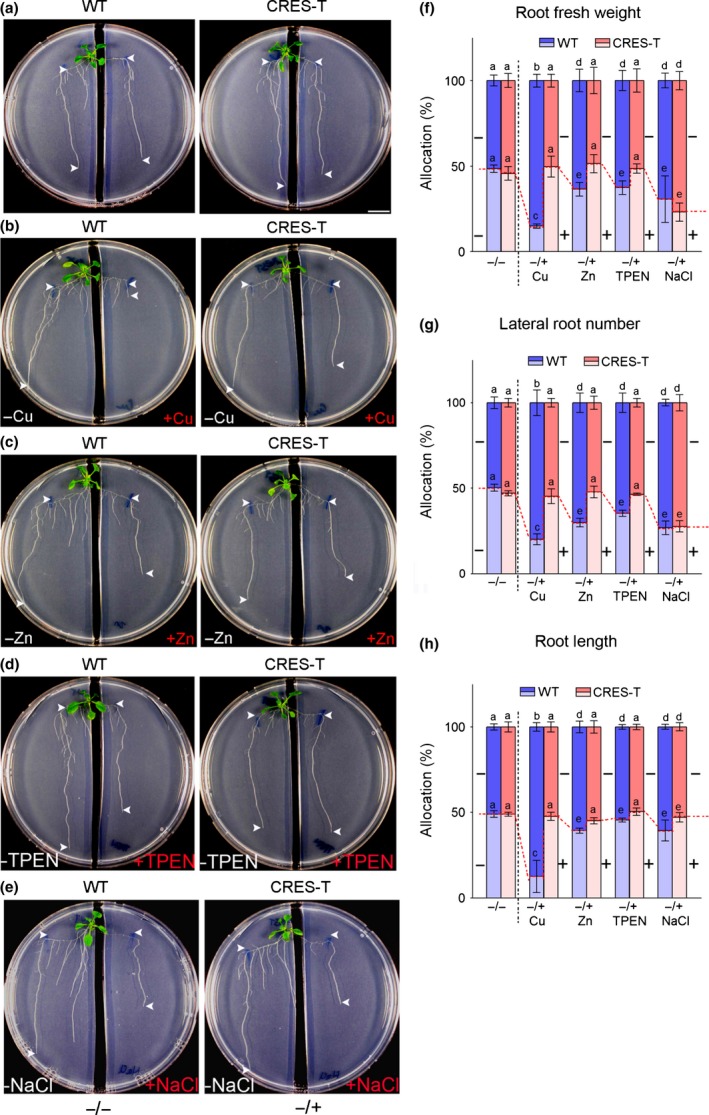
GPL4 is necessary for the root avoidance response to essential metal stresses in *Arabidopsis thaliana*. (a–e) Growth of wild‐type (WT) plants and GPL4 suppressed plants by chimeric repressor gene silencing technology (CRES‐T) on vertically split media supplemented with (a) water in both sides, or with water in the left side and (b) 65 μM of CuCl_2_ (+Cu), (c) 0.5 mM of ZnCl_2_ (+Zn), (d) 5 μM of TPEN or (e) 60 mM NaCl in the right side. Representative images from three independent experiments are shown. Arrowheads indicate net growth of the main roots after transfer. Bar, 1 cm. (f–h) Mean percentage allocation (± SE) of (f) root fresh weight, (g) lateral root number and (h) longest root length between the two sides of the split media for seedlings tested in (a–e). The percentage values in the left (−) are in the upper segments (blue for WT; pink for CRES‐T) of the bars and those in the right (light blue for WT; light pink for CRES‐T) are in the lower segments. Combined results of three independent experiments are given. Each experiment was performed with ≥ 6 seedlings per genotype per treatment. Different letters indicate that the means are significantly different between genotypes and treatments by Tukey's Honest Significant Difference test (*P *≤* *0.05).

## Discussion

Being sessile organisms, plants avoid stresses by redirecting their growth or changing their morphological development (Potters *et al*., 2007). For example, when a root encounters heavy metals in soil, it grows away from them. In this study, we found that a transcription factor, GPL4, is an important component of the heavy metal avoidance response (Fig. 7).

**Figure 7:**
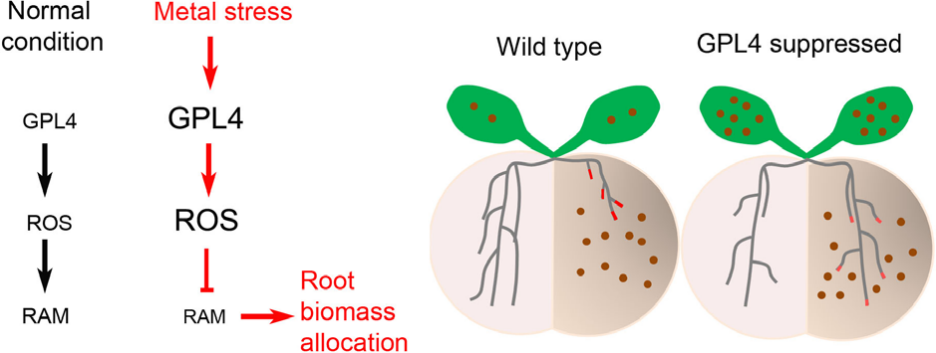
Hypothetical model of GPL4 function in *Arabidopsis thaliana*. GPL4 regulates root avoidance of heavy metal‐contaminated soil patches by regulating reactive oxygen species (ROS) concentrations at the root meristem. Upon exposure to metal stresses (e.g. toxic concentrations of cadmium (Cd) or copper (Cu), shown as brown circles), GPL4 induces excess ROS accumulation, leading to suppression of root growth in heavy metal‐contaminated soils, and thereby allows colonization of root growth in noncontaminated regions. Discontinuation of root growth in Cd‐contaminated soil reduces root exposure to the toxic metals and consequently reduces heavy metal accumulation in the aerial parts. The intensity of the red color at the root tips in the diagram depicts the concentration of ROS, with high concentrations being the most intense. RAM, root apical meristem.

### GPL4 is required for the root avoidance response to toxic metals

Localized cadmium (Cd) treatment is known to inhibit primary root growth (avoidance) and enhance lateral root formation (colonization) and thereby promote exploration of noncontaminated soil (Remans *et al*., 2012). Our split media assays clearly showed that GPL4 suppressed plants by chimeric repressor gene silencing technology (CRES‐T) or RNA interference (RNAi) failed to avoid Cd contamination, whereas the wild‐type (WT) and overexpressing GPL4 (OX) plants clearly exhibited the avoidance response (Figs 3, 4, S4; Tables S2–S4). It seems likely that the CRES‐T and RNAi plants were unable to grow more roots in the control medium, because growth continued in the Cd‐containing medium. Thus, plants lacking GPL4 failed to re‐allocate biomass in response to localized Cd treatment, which is a necessary step for the avoidance response and for foraging to find a better medium to grow (Hodge, 2004, 2006, 2009). Moreover, CRES‐T and RNAi plants accumulated two to three times more Cd in the shoot than did the WT in the split media experiment (Fig. 3d,g), probably because more Cd was taken up by roots growing in the side containing Cd compared with the WT. However, shoot growth of the CRES‐T and RNAi lines was not affected by the high accumulation of Cd (Figs 3, 4), at least not within 3 wk of sowing. Together, our data suggest that GPL4 inhibits root growth in Cd‐contaminated soil patches, thereby reducing exposure of the root to Cd and limiting Cd accumulation in the shoot.

The critical role of GPL4 in root avoidance is not limited to Cd stress, but is also required for responses to other metal stresses. Copper (Cu) and zinc (Zn) are essential metals, but become toxic to plants in excess (Sharma *et al*., 2004; D'Souza & Devaraj, 2012; Saha *et al*., 2012). GPL4 CRES‐T and RNAi plants exhibited better root growth in the presence of excess Cu, Zn and deficient Zn, compared with the WT, whereas OX plants exhibited the opposite (Fig. S9a–e). Moreover, GPL4 was induced upon exposure to Cu and Zn (Fig. S9f), suggesting that GPL4 is required for root avoidance to essential metals toxicity. The wild type clearly exhibited inhibition of root growth in chambers of excess Cu, Zn or deficient Zn, and root colonization in control chambers lacking metal stresses (Fig. 6). However, CRES‐T plants lacked such a response (Fig. 6; Table S8). The GPL4 function for avoidance response seemed to be specific to metal stresses, because CRES‐T lines exhibited root avoidance to salt stress similar to the WT (Fig. 6e–h). Thus, GPL4 seemed to contribute to the plant's avoidance response to metal stresses in the rhizosphere, but not to general abiotic stresses. Future studies should examine how GPL4 mediates metal‐related stress responses specifically.

In contrast to *A. thaliana*, a nonhyperaccumulating plant, metal hyperaccumulating plants, such as *Noccaea caerulescens* (formerly *Thlaspi caerulescence*) and *Sedum alfredii*, actively proliferate roots into soil patches containing high concentrations of Cd and Zn (Whiting *et al*., 2000; Liu *et al*., 2010). This phenomenon was proposed to be due to their high internal requirements for these metals (Whiting *et al*., 2000; Liu *et al*., 2010). An interesting future study would be to examine whether such hyperaccumulator plants have reduced expression of homologs of *AtGPL4*.

### GPL4 regulates root apical meristem activity under normal and Cd stress conditions

Our data indicated that GPL4 is a transcription factor that regulates root growth (Figs 1, S6) by modulating the meristem activity (Fig. 5). Suppression of GPL4 function (CRES‐T) and *GPL4* expression (RNAi) resulted in longer roots (Figs 1a,b, S6) and more cells at the root apical meristem (RAM) (Fig. 5f,g) and overexpression of GPL4 (OX) had the opposite effect (Figs 1, 5, S6) in Cd stress condition. However, the role of GPL4 in the control of RAM size does not seem to be exclusive to Cd stress conditions, because the roots of the CRES‐T and RNAi lines were slightly longer than those of the WT at early seedling growth, even under normal conditions (Figs 5g, S6). Thus, we speculate that, under normal conditions, GPL4 plays a role in maintaining a suitable RAM size and upon Cd stress, GPL4 functions as a Cd‐avoidance factor, dramatically reducing root growth in Cd‐containing regions of medium (Figs 3, 4, S4). However, under normal condition (Fig. S6), the difference in root length between genotypes was smaller than under metal stress conditions (Fig. 1). Thus, GPL4 seems to play a more important role in stress response than under normal conditions. Cd‐mediated induction of *GPL4* at both transcript and protein levels supports our idea (Fig. 2).

### GPL4 inhibits root growth by activating reactive oxygen species production

Reactive oxygen species (ROS) are secondary messengers that mediate the developmental reprogramming of roots under stress conditions (Bailey‐Serres & Mittler, 2006; Swanson & Gilroy, 2010; Huang *et al*., 2012; Remans *et al*., 2012; Ditengou *et al*., 2015) and determine root meristem activity (Alfonso *et al*., 2009; Tsukagoshi *et al*., 2010). Five lines of evidence suggest that GPL4 regulates ROS concentrations at the root tip and that ROS generation is a major mechanism of GPL4‐mediated root growth inhibition in response to Cd. First, suppression of GPL4 (CRES‐T and RNAi) reduced ROS concentrations in root tips, whereas OX considerably increased it, both in the absence and presence of Cd (Fig. 5c–e). Second, the response of GPL4 CRES‐T plants to the ROS inducer PQ was less sensitive than that of the WT (Fig. S7), as was the response of these plants to Cd (Fig. 3). Third, a ROS quencher, KI, cancelled the hypersensitive response of OX lines to Cd (Fig. S7d,e); the root length of OX lines no longer differed from that of the WT when the medium was supplemented with KI, in addition to Cd. Fourth, transcriptome analysis revealed that the expression levels of many genes related to oxidative stress are altered in CRES‐T lines (Figs 5a,b, S3d; Table S6), including several peroxidases, which play important roles in ROS generation (Kawano, 2003; Kim *et al*., 2010a,b). Finally, the downstream targets of GPL4 are involved in ROS generation at root tips in response to Cd stress (Fig. S5d).

We identified two potential target genes of GPL4, ORPC4 and ERF61 (Fig. S5). ORP4C is a member of the oxysterol‐binding protein (OSBP)‐related protein family. OSBPs are involved in sterol trafficking and homeostasis (Saravanan *et al*., 2009; Raychaudhuri & Prinz, 2010; Olkkonen & Li, 2013; Barajas *et al*., 2014), and Cd and Cu perturb sterol homeostasis (Jones *et al*., 1987; Hernández & Cooke, 1997; Riches *et al*., 1998), which in turn triggers ROS production (Posé *et al*., 2009; Bonneau *et al*., 2010; Kim *et al*., 2010a,b). Therefore, we speculate that GPL4 alters sterol homeostasis by activating ORP4C, and thereby causes ROS generation. Previous reports indicate that many members of the Ethylene Responsive Transcription Factor family are involved in the plant's response to abiotic stress (Dubouzet *et al*., 2003; Gao *et al*., 2008; Wu *et al*., 2008) and modulate ROS concentrations and oxidative stress (Tang *et al*., 2005; Kim *et al*., 2012) by regulating ROS scavengers (Shaikhali *et al*., 2008). Therefore, GPL4 most likely inhibits root growth by activating the expression of genes required for ROS generation. Other possibilities such as regulation of metal transport or chelation processes are much less likely, as shown in Fig. S8.

CRES‐T and RNAi shoots seem to endure higher concentrations of Cd than do WT and OX shoots (Figs 1, 3, 4); they were much healthier in the presence of Cd (Fig. 1) and exhibited no apparent toxicity symptoms even when accumulated high concentrations of Cd in the split media assays (Figs 3, 4). This is most likely due to ectopic effects of CRES‐T and RNAi, which might reduce Cd‐induced ROS concentrations in the shoots of the CRES‐T and RNAi plants (Fig. 5e). Thus, CRES‐T and RNAi of GPL4 might have prevented excessive ROS generation and consequently oxidative damage due to Cd toxicity (Hossain *et al*., 2012). Moreover, Cd tolerance mechanisms involving Cd transport and glutathione‐dependent Cd chelation (Hossain *et al*., 2012) did not seem to be regulated by GPL4 (Fig. S8). Similarly, the ectopic generation of ROS in OX lines (Fig. 5c–e) may explain why root avoidance was not greater in these lines than in the WT (Table S2).

Changes in plant morphology are often the outcome of complex interactions of hormones, with auxin usually playing the central role (Overvoorde *et al*., 2010). We postulate that auxin function is critical for the morphological changes associated with root avoidance of Cd, too. The distribution and homeostasis of auxin is profoundly affected by Cd stress (Potters *et al*., 2007; Vitti *et al*., 2014; Wang *et al*., 2015), which can explain the Cd‐induced inhibition of primary root growth and increase of lateral root development. Future studies are needed to determine whether GPL4 indeed regulates Cd‐induced changes in auxin homeostasis and distribution.

### Potential of GPL4 as a tool to increase phytoextraction of heavy metals

Heavy metal hyperaccumulating plants, such as *Noccaea caerulescens* (formerly *Thlaspi caerulescence*), *Noccaea praecox* and *Arabis paniculata*, have received much attention as potential candidates for phytoextraction of heavy metals from contaminated soils. However, their slow growth and small biomass remain major obstacles for applications in phytoextraction (Meyer & Verbruggen, 2012; Souza *et al*., 2013). Therefore, using genetic engineering techniques to convert nonhyperaccumulators with large biomasses and rapid growth rates into hyperaccumulators presents an attractive strategy for cleaning up contaminated soils. To become a hyperaccumulator, a plant needs to acquire the capacity to penetrate and exploit contaminated soils with its roots, mobilize heavy metals from soil particles and rapidly translocate heavy metals from the root to the shoot. Previous efforts to enhance phytoextraction capacity sought to introduce genes encoding enzymes that synthesize chelators of heavy metals (Guo *et al*., 2012) or transporters that sequester heavy metals into vacuoles (Shim *et al*., 2013). In this study, we demonstrate another way to increase phytoextraction capability: manipulating the roots of nonhyperaccumulators to continue to grow in contaminated soils. *Arabidopsis thaliana* plants with suppressed GPL4 function or expression could proliferate roots in Cd‐contaminated environments, thereby accumulating two‐ to three‐fold more Cd in the aerial parts than the WT (Figs 3, 4, S4). These results suggest that genetic manipulation of GPL4 or its equivalent gene can effectively increase the phytoextraction capacity of nonhyperaccumulator plants, particularly if combined with other Cd tolerance and sequestration genes, such as *AtABCC1* and *AtABCC2*, which encode transporters that sequester Cd into vacuoles (Park *et al*., 2012).

## Author contributions

D.K., J‐U.H. and Y.L. designed the research; D.K. screened for Cd‐tolerant CRES‐T lines and performed the functional characterization of the GPL4 transcription factor; S.L. and D.H. analysed the transcriptome data; N.M. and M.O‐T. generated CRES‐T lines; W‐Y.S. measured metal contents; and D.K., J‐U.H., E.M. and Y.L. wrote the article.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Cd inhibits the growth of *Arabidopsis thaliana* plants (related to Figs 1, 3 and 4).
**Fig. S2** *GPL4* RNAi specifically suppresses *GPL4* expression in *Arabidopsis thaliana* (related to Fig. 1).
**Fig. S3** GPL4 expression pattern in *Arabidopsis thaliana* and transcriptional activation activity in *A. thaliana* and yeast (related to Figs 2 and 5).
**Fig. S4 **GPL4‐dependent root biomass reallocation in *Arabidopsis thaliana* in response to Cd toxicity, in vertical split medium (related to Fig. 3).
**Fig. S5** GPL4 transcriptionally regulates genes involved in oxidative stress in *Arabidopsis thaliana* (related to Fig. 5).
**Fig. S6** Root growth of the wild‐type and GPL4 transgenic *Arabidopsis thaliana* plants (related to Fig. 5).
**Fig. S7** GPL4 regulates root growth by ROS generation in *Arabidopsis thaliana* (related to Fig. 5).
**Fig. S8** GPL4 transgenic *Arabidopsis thaliana* lines did not differ in metal contents and growth in the presence of a glutathione biosynthesis inhibitor.
**Fig. S9** GPL4 is important for normal responses to Cu or Zn excess and Zn deficiency in *Arabidopsis thaliana* (related to Fig. 6).
**Table S1** Summary of primers used in this study
**Table S2** Growth of wild‐type and GPL4 transgenic plants in the vertical split 0.5×MS agar medium assays presented in Figs 3 and S4
**Table S3** Growth of wild‐type and GPL4 CRES‐T plants in the vertical split soil assay presented in Fig. 3
**Table S4** Growth of the wild‐type and GPL4 CRES‐T plants in the horizontal split media assay presented in Fig. 4
**Table S5** Gene ontology biological processes represented by the genes in Clusters 1–5
**Table S6** DEGs related to oxidative stress
**Table S7** Growth of wild‐type and CRES‐T plants in the vertical split media assays shown in Fig. S7
**Table S8** Growth of wild‐type and CRES‐T plants in the vertical split media assays shown in Fig. 6
**Methods S1** Analysis of transcriptional activation activity and promoter binding assay.
**Methods S2 **Yeast one‐hybrid (Y1H) analysis.
**Notes S1** Accession numbers.

# Supplementary material for: Root avoidance of toxic metals requires the GeBP‐LIKE 4 transcription factor in Arabidopsis thaliana
**Source:** New Phytol. 2016 Oct 21;213(3):1257–73. doi: 10.1111/nph.14242
**Supplement:** Supplementary file 1 — Fig. S1 Cd inhibits the growth of Arabidopsis thaliana plants (related to Figs 1, 3 and 4). Fig. S2 GPL4 RNAi specifically suppresses GPL4 expression in Arabidopsis thaliana (related to Fig. 1). Fig. S3 GPL4 expression pattern in Arabidopsis thaliana and transcriptional activation activity in A. thaliana and yeast (related to Figs 2 and 5). Fig. S4 GPL4‐dependent root biomass reallocation in Arabidopsis thaliana in response to Cd toxicity, in vertical split medium (related to Fig. 3). Fig. S5 GPL4 transcriptionally regulates genes involved in oxidative stress in Arabidopsis thaliana (related to Fig. 5). Fig. S6 Root growth of the wild‐type and GPL4 transgenic Arabidopsis thaliana plants (related to Fig. 5). Fig. S7 GPL4 regulates root growth by ROS generation in Arabidopsis thaliana (related to Fig. 5). Fig. S8 GPL4 transgenic Arabidopsis thaliana lines did not differ in metal contents and growth in the presence of a glutathione biosynthesis inhibitor. Fig. S9 GPL4 is important for normal responses to Cu or Zn excess and Zn deficiency in Arabidopsis thaliana (related to Fig. 6). Table S1 Summary of primers used in this study Table S2 Growth of wild‐type and GPL4 transgenic plants in the vertical split 0.5×MS agar medium assays presented in Figs 3 and S4 Table S3 Growth of wild‐type and GPL4 CRES‐T plants in the vertical split soil assay presented in Fig. 3 Table S4 Growth of the wild‐type and GPL4 CRES‐T plants in the horizontal split media assay presented in Fig. 4 Table S5 Gene ontology biological processes represented by the genes in Clusters 1–5 Table S6 DEGs related to oxidative stress Table S7 Growth of wild‐type and CRES‐T plants in the vertical split media assays shown in Fig. S7 Table S8 Growth of wild‐type and CRES‐T plants in the vertical split media assays shown in Fig. 6 Methods S1 Analysis of transcriptional activation activity and promoter binding assay. Methods S2 Yeast one‐hybrid (Y1H) analysis. Notes S1 Accession numbers.

New Phytologist Supporting Information Figs S1–S9, Tables S1–S4, S6 & S7, Methods S1 & S2 and Notes S1

Article title: Root avoidance of toxic metals requires the GeBP-Like 4 transcription factor in *Arabidopsis thaliana*

Authors: Deepa Khare, Nobukata Mitsuda, Seungchul Lee, Won-Yong Song, Daehee Hwang, Masaru Ohme-Takagi, Enrico Martinoia, Youngsook Lee and Jae-Ung Hwang

Article acceptance date: 30 August 2016

The following Supporting Information is available for this article:

Fig. S1 Cd inhibits the growth of *Arabidopsis thaliana* plants (related to Figs 1, 3, and 4).

Fig. S2 *GPL4* RNAi specifically suppresses *GPL4* expression in *Arabidopsis thaliana* (related to Fig. 1).

Fig. S3 *GPL4* expression pattern in *Arabidopsis thaliana* and transcriptional activation activity in *A. thaliana* and yeast (related to Figs 2 and 5).

Fig. S4 *GPL4*-dependent root biomass re-allocation in *Arabidopsis thaliana* in response to Cd toxicity, in vertical split medium (related to Fig. 3).

Fig. S5 *GPL4* transcriptionally regulates genes involved in oxidative stress in *Arabidopsis thaliana* (related to Fig. 5).

Fig. S6 Root growth of the wild-type and *GPL4* transgenic *Arabidopsis thaliana* plants (related to Fig. 5).

Fig. S7 *GPL4* regulates root growth by ROS generation in *Arabidopsis thaliana* (related to Fig. 5).

Fig. S8 *GPL4* transgenic *Arabidopsis thaliana* lines did not differ in metal contents and growth in the presence of a glutathione biosynthesis inhibitor.

Fig. S9 *GPL4* is important for normal responses to Cu or Zn excess and Zn deficiency in *Arabidopsis thaliana* (related to Fig. 6).

Table S1 Summary of primers used in this study

Table S2 Growth of wild-type and *GPL4* transgenic plants in the vertical split ½ MS agar medium assays presented in Figs 3 and S4

Table S3 Growth of wild-type and GPL4 CRES-T plants in the vertical split soil assay presented in Fig. 3

Table S4 Growth of the wild-type and GPL4 CRES-T plants in the horizontal split media assay presented in Fig. 4

Table S5 Gene ontology biological processes represented by the genes in Clusters 1–5

Table S6 DEGs related to oxidative stress

Table S7 Growth of wild-type and CRES-T plants in the vertical split media assays shown in Fig. S7

Table S8 Growth of wild-type and CRES-T plants in the vertical split media assays shown in Fig. 6

Methods S1 Analysis of transcriptional activation activity and promoter binding assay.

Methods S2 Yeast one-hybrid (Y1H) analysis.

Notes S1 Accession numbers.

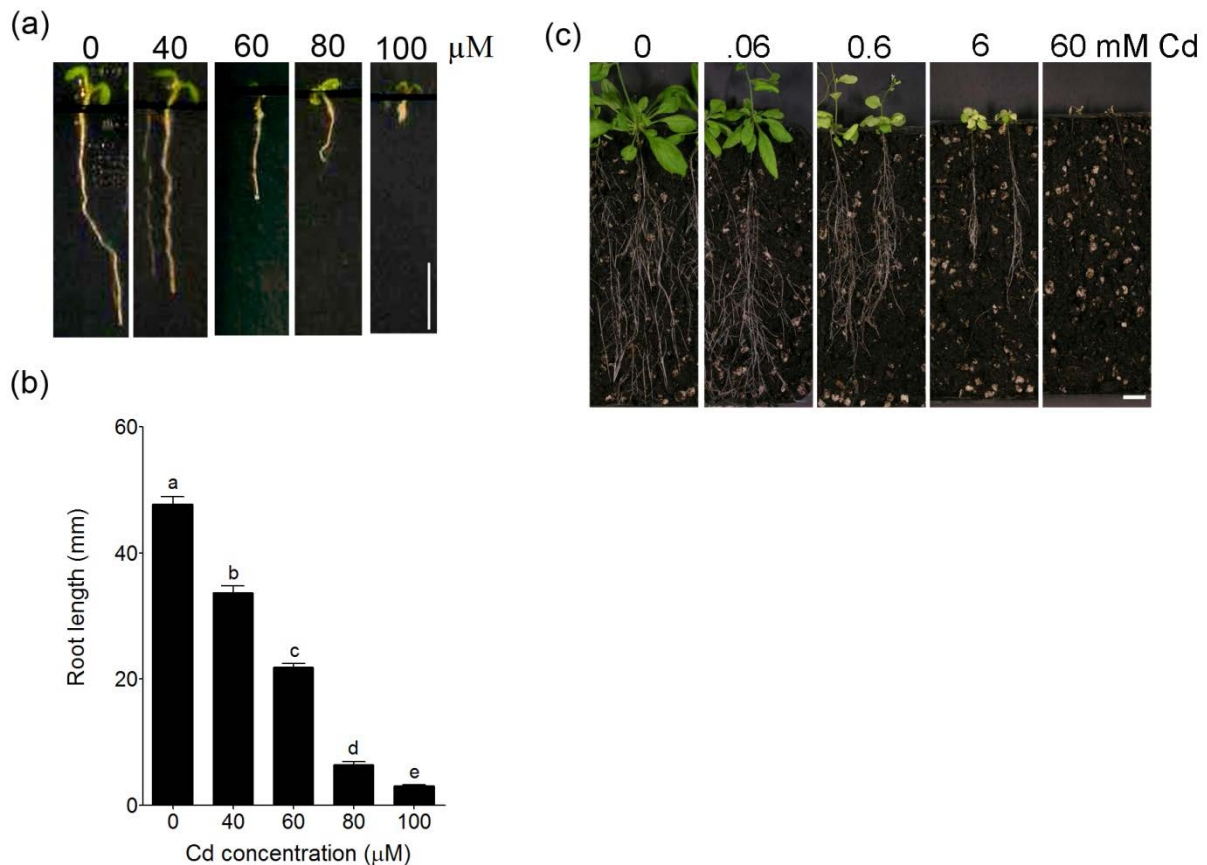

Fig. S1 Cd inhibits the growth of *Arabidopsis thaliana* plants (related to Figs 1, 3, and 4). (a, b) Wild-type seedlings after 1 wk of growth on $\frac{1}{2}$ MS agar plates containing different concentrations of CdCl_2 (0, 40, 60, 80, and 100 μM) (a). Mean values ($\pm$ SE) of root length of 25 seedlings for each concentration (b), and different letters represent a significant difference between concentrations (Tukey's test, $P < 0.01$). (c) Growth of wild-type plants at different concentrations of CdCl_2 (0, 0.06, 0.6, 6, and 60 mM) for 3 wk in rhizoboxes. Six seedlings tested for each concentration exhibited consistent dose-dependency. Bars, 1 cm.

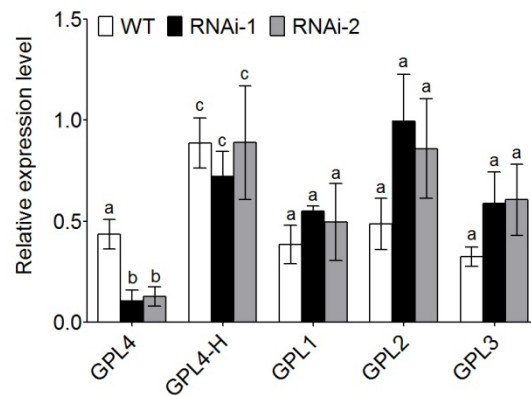

Fig. S2 *GPL4* RNAi specifically suppresses *GPL4* expression in *Arabidopsis thaliana* (related to Fig. 1). Relative expression levels of the closest *GPL4* homolog (*GPL4-H*) and other studied members (*GPL1*, *GPL2*, *GPL3*) of the GeBP family in *GPL4* knockdown lines (RNAi). Transcript levels were normalized by *tubulin 8* as an internal control. Combined results (mean values $\pm$ SE) of three independent experiments are shown. Each experiment was performed with three replicates. Different letters represent a significant difference between WT and RNAi lines (Tukey's HSD test; $P < 0.01$).

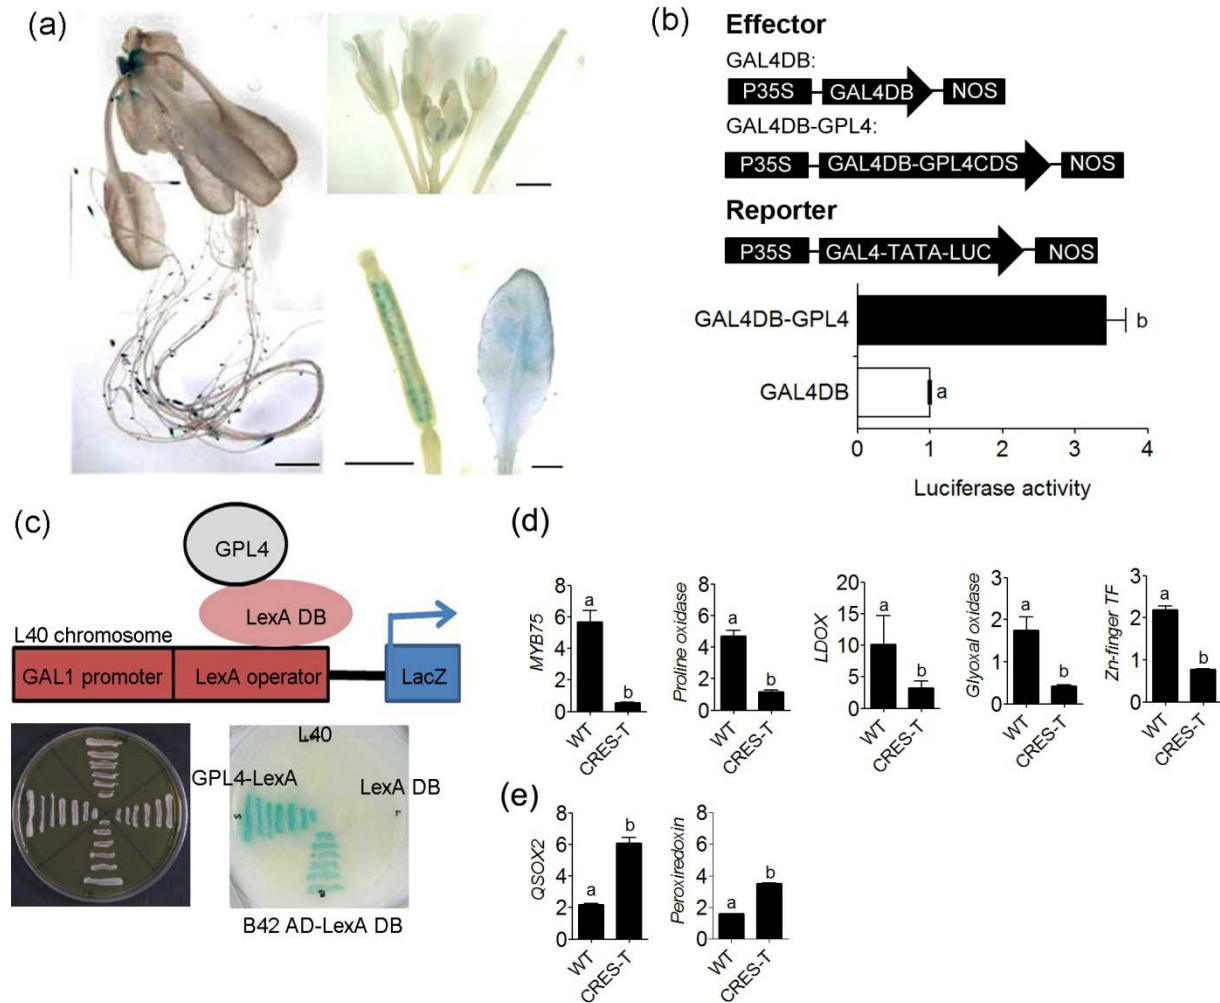

Fig. S3 GPL4 expression pattern in *Arabidopsis thaliana* and transcriptional activation activity in *A. thaliana* and yeast (related to Figs 2 and 5). (a) Tissue-specific expression of GPL4 in *GPL4_{pro}:GPL4:GUS* seedlings: 3-wk-old plants (left) and young flowering buds (right, top), developing seeds (middle, bottom), and a senescing leaf (right, bottom) of mature plants. Bars: left, 1 cm; middle and right, 1 mm. (b) Transcriptional activation activity of GPL4 in *A. thaliana*. Schematic representation of effector and reporter constructs used to analyze GPL4 transcription activation activity using a transient expression assay in *A. thaliana* leaves (top). Effector plasmids expressed the GAL4 DNA-binding (GAL4DB) domain alone or fused to the *GPL4* coding sequence (*GPL4CDS*) driven by the 35S promoter. The reporter plasmid contained a minimal CaMV 35S promoter (P35S) upstream of the GAL4 binding site (GAL4) fused to TATA boxes and the luciferase reporter (LUC). Mean luciferase activity values ($\pm$ SE) of three independent experiments with at least three replicates each (bottom). Different characters represent a significant difference between means analyzed by Tukey's HSD test ($P < 0.05$). (c) Scheme of transcriptional activation

activity assay in yeast (top). The L40 yeast strain, which harbors the *LacZ* reporter gene under the control of the GAL1 promoter and LexA operator, was transformed with *GPL4* fused with the *LexA* DNA-binding domain (LexA DB). Transcriptional activation activity of GPL4 observed using an X-gal filter lift assay (bottom). Yeast grown on YPDA medium (bottom left) and the result of the X-gal filter lift assay (bottom right). (d, e) Confirmation of gene expression changes in transcriptome analysis. Transcript levels of oxidative stress-related genes from Cluster 1 (d) and Cluster 3 (e) were assessed using qRT-PCR in wild-type and CRES-T plants 2 h after Cd treatment. Combined results (mean $\pm$ SE) of three independent experiments are shown. Each experiment was performed with at least three replicates. Different characters represent a significant difference between means analyzed by Tukey's HSD test ($P < 0.05$).

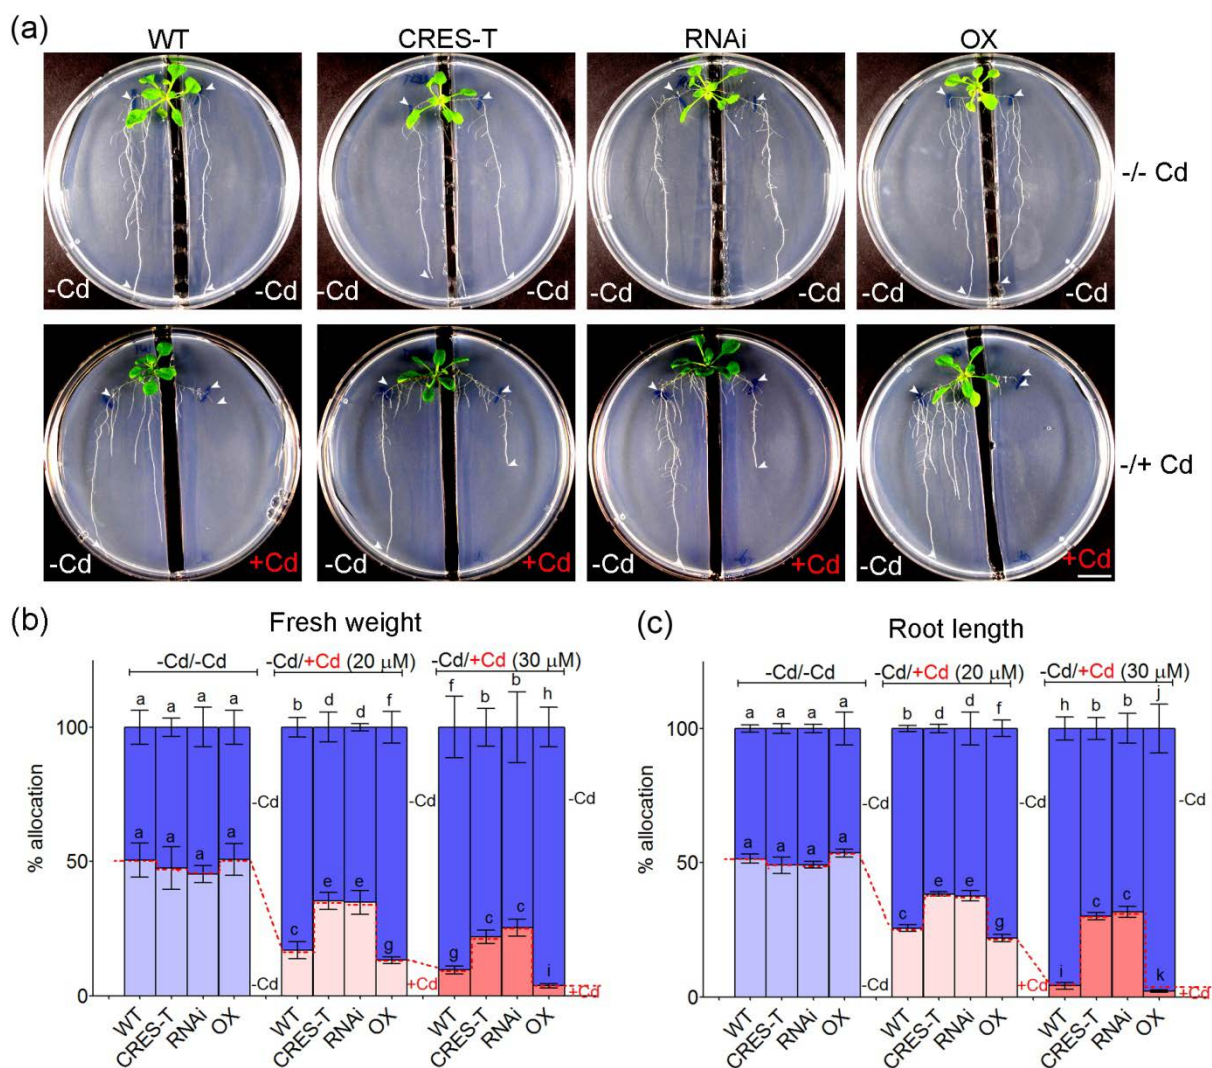

Fig. S4 GPL4-dependent root biomass re-allocation in *Arabidopsis thaliana* in response to Cd toxicity, in vertical split medium (related to Fig. 3). (a) Growth of wild-type (WT) and GPL4 transgenic seedlings in split media supplemented with water (-Cd) and 30 μ M CdCl₂ (+Cd). Representative seedling images of homogeneous (-/-Cd; upper panel) with water supplementation at both sides, and heterogeneous Cd (-/+Cd; lower panels) supplementation. Arrowheads indicate net growth of the main roots after transfer. Bar, 1 cm. (b, c) Mean percentage allocation ($\pm$ SE) of root fresh weight (b) and the longest root length (c) on the two sides of the split media for seedlings tested in (a). Combined results (mean $\pm$ SE) of three independent experiments are given. The percentage values in the left (-Cd) are in the upper segments (blue) of the bars and those in the right (-Cd for '-/-Cd'; light blue and +Cd for '-/+Cd'; pink, increased color intensity denotes an increase in Cd concentration) are in the lower segments. Each experiment was performed with greater than

or equal to six seedlings per genotype per treatment. Different letters indicate a significant difference in percentage allocation between genotypes or treatments (Tukey's HSD test, $P < 0.01$).

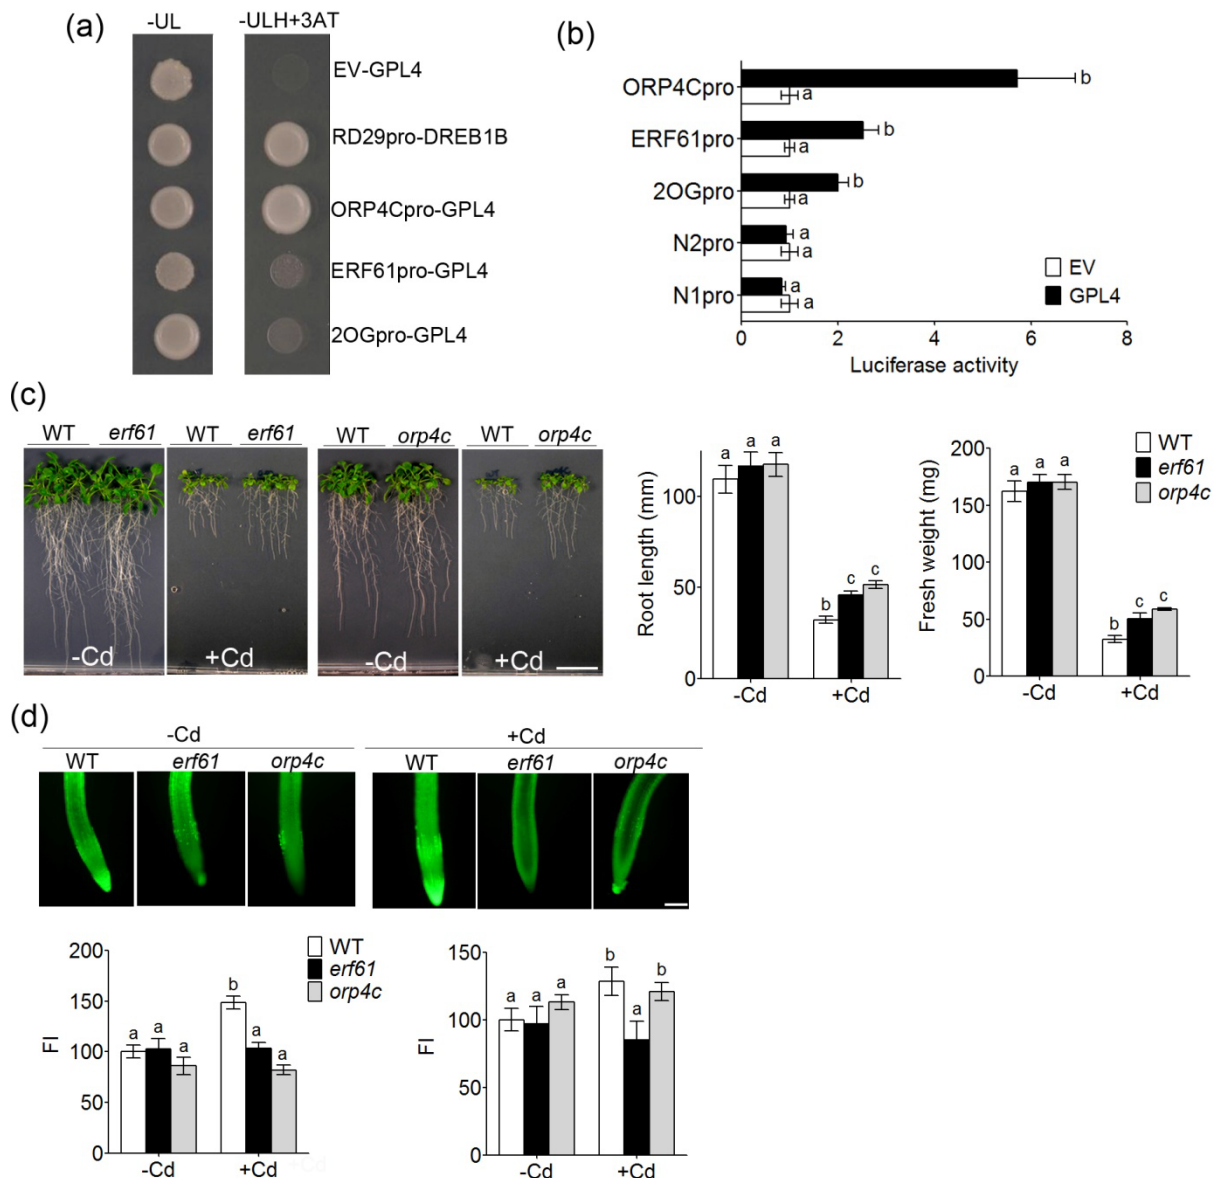

Fig. S5. GPL4 transcriptionally regulates genes involved in oxidative stress in *Arabidopsis thaliana* (related to Fig. 5). (a, b) Regulation of downstream target genes by GPL4. Interaction of GPL4 with the promoters of *ORP4C* (*ORP4Cpro*), *ERF61* (*ERF61pro*), and 2-oxoglutarate-Fe (II)-dependent dioxygenase (*2OGpro*) demonstrated by an Y1H assay (a). The *RD29pro* and DREB1B interaction was used as a positive control. Empty vector (EV) and GPL4 were used as a negative control. Transactivation of a luciferase reporter by GPL4 through interaction with promoters of target genes in a transient assay in *A. thaliana* leaves (b). Relative values of luciferase activity to that of the empty vector control (EV, white bars) are presented. *N1pro* and *N2pro* are the promoters to which GPL4 did not bind in the Y1H assay, and GPL4 failed to enhance the luciferase activity through those promoters. Mean values ($\pm$ SE) of three independent experiments, with three replicates each are shown. (c) Cd

tolerance of *erf61* and *orp4c* knockout mutants. Representative images of seedlings grown on $\frac{1}{2}$ MS media without or with 70 μM CdCl_2 supplementation (-Cd and +Cd, respectively, top). Mean values ($\pm$ SE) of root length (lower left) and fresh weight (lower right) from three independent experiments are shown. (d) ROS levels assessed using DCF fluorescence in *erf61* and *orp4c* mutants. DCF fluorescence of the root tips of *erf61* and *orp4c* mutants without and with Cd treatment (-Cd and +Cd, respectively, upper). Relative values of fluorescence intensity measured from the root tip images (bottom left, $n \geq 20$) and for whole seedlings of *erf61* and *orp4c* (bottom right, $n = 30$) compared to the wild-type control. Results are mean values ($\pm$ SE) of three independent experiments with 10 seedlings per genotype and experiment. Different characters indicate a significant difference of means compared to the WT analyzed by Tukey's HSD test at $P \leq 0.05$ (b–d). Bars: (c) 1 cm; (d) 50 μm .

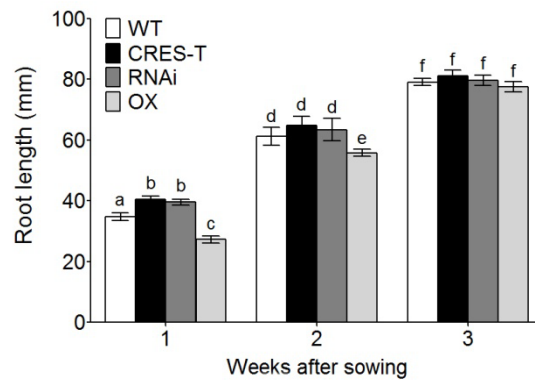

Fig. S6 Root growth of the wild-type (WT) and GPL4 transgenic *Arabidopsis thaliana* plants (related to Fig. 5). Root length measurement of the GPL4 transgenic lines (CRES-T, RNAi, and OX) grown on $\frac{1}{2}$ MS media for 1, 2, and 3 wk after sowing. Seed germination was not different between genotypes. The difference in root length was significant only at the early stage of seedling growth (1–2 wk after sowing) under standard conditions. Mean values ($\pm$ SE) of three independent experiments are shown. Each individual experiment was performed with 10 seedlings per time point per genotype. Different letters represent statistically significant differences between genotypes and time points analyzed by Tukey's HSD test ($P < 0.01$).

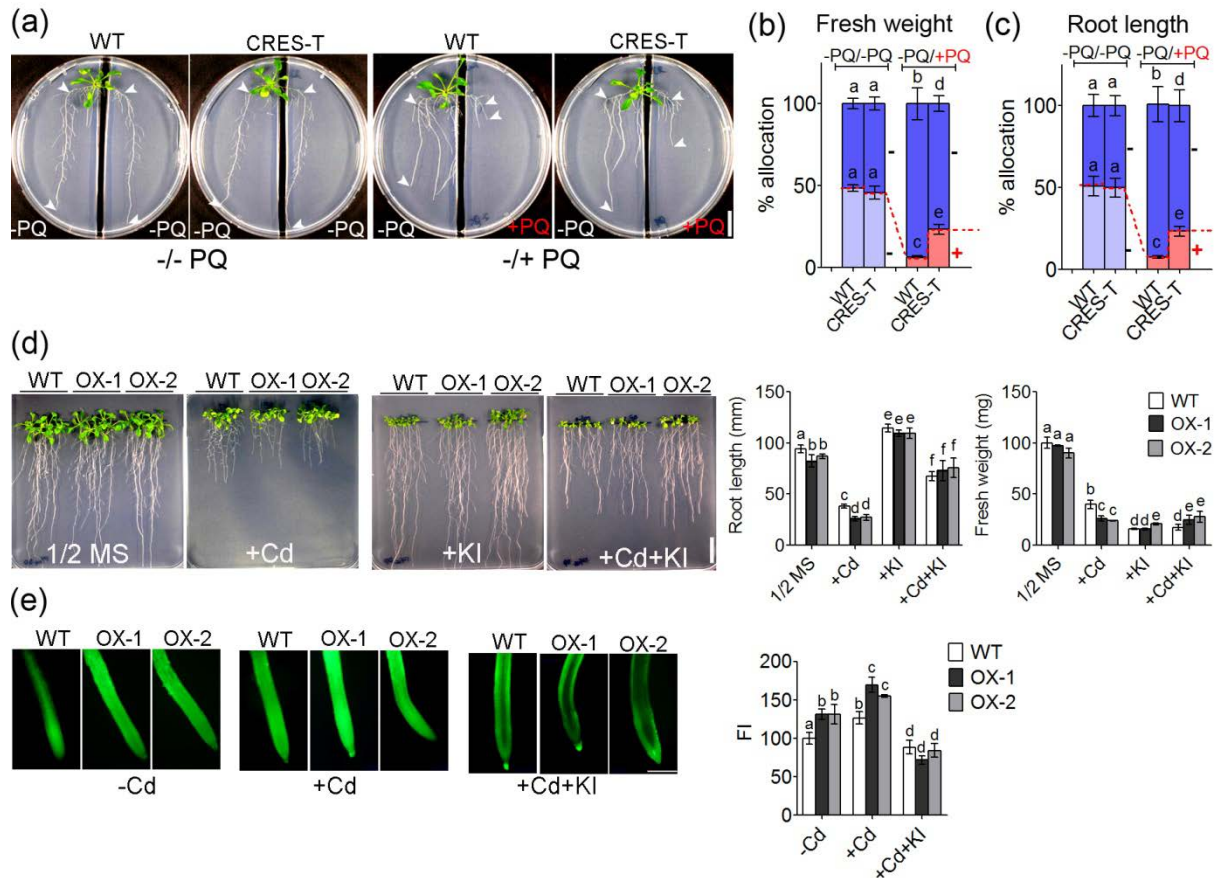

Fig. S7 GPL4 regulates root growth by ROS generation in *Arabidopsis thaliana* (related to Fig. 5). (a) Growth of wild-type (WT) and CRES-T seedlings in vertically split media supplemented with water (-PQ; paraquat) and 5 nM PQ (+PQ). Left panel is the homogeneous (-/- PQ) no treatment control with water supplementation on two sides, and the right panel shows heterogeneous PQ (-/+PQ) supplementation in the right side of the medium. Arrowheads indicate net growth of the main roots after transfer. Representative images from 10 seedlings per genotype per treatment are shown. Bar, 1 cm. (b, c) Mean percentage allocation ($\pm$ SE) of root fresh weight (b) and the longest root lengths (c) of plants grown in the split media. The percentage values in the left (-PQ) are in the upper segments (blue) of the bars and those in the right (-PQ for '-/-PQ'; light blue and +PQ (5 nM) for '-/+PQ'; pink) are in the lower segments. (d) Growth of OX lines in the presence of ROS quencher KI (1 mM). Five seeds per genotype were sown and grown for 2 wk on a 1/2 MS agar plate without or with supplementation with 70 μ M CdCl₂ (-Cd and +Cd, respectively, left) and with supplementation of KI in the presence or absence of Cd (right). The experiment was repeated three times, and combined results (mean $\pm$ SE) of total fresh weight (bottom left) and the longest root length (bottom right) are given. Each experiment was performed

with three plates per treatment and supported the same conclusion. Shoot growth, and consequently the total fresh weight, much reduced by KI, both in the wild type and OX lines. The extreme sensitivity of shoot growth to KI may be due to the critical role of ROS in cell expansion in the shoot (Lu *et al.*, 2013). (e) ROS level assessment using H₂DCF-DA dye. No Cd control (-Cd), treated with 70 μ M CdCl₂ (+Cd), and treated with 70 μ M CdCl₂ and 1 mM KI together (+Cd+KI). Representative root tip images from three independent experiments are shown. Bar, 50 μ m. Mean values ($\pm$ SE) of relative DCF fluorescence intensity (FI) measured in root tip images. Each individual experiment was performed with at least six seedlings per genotype per treatment and supported the same conclusion. Different letters indicate a significant difference in percentage allocation and means between genotypes or treatments analyzed by Tukey's HSD test at $P < 0.05$ (b–e).

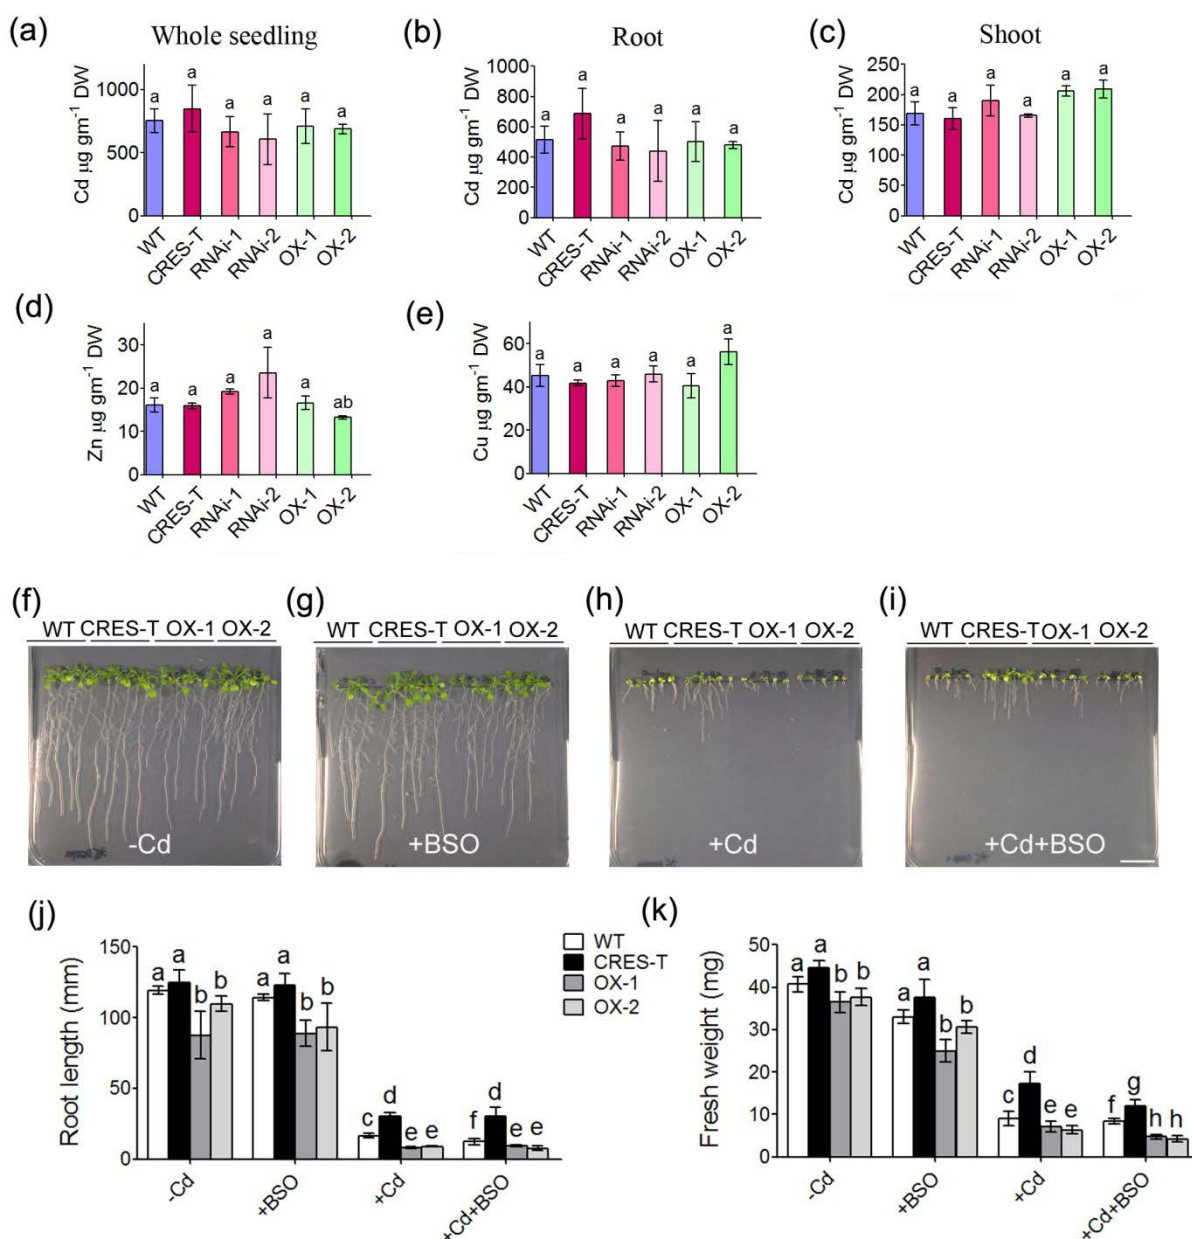

Fig. S8 GPL4 transgenic *A. thaliana* lines did not differ in metal contents and growth in the presence of a glutathione biosynthesis inhibitor. (a–e) Heavy metal contents of 2-wk-old wild-type (WT) and GPL4 transgenic (CRES-T, RNAi, and OX) seedlings grown on $\frac{1}{2}$ MS medium supplemented with $10 \mu\text{M}$ CdCl_2 . Mean values ($\pm$ SE) of Cd contents in (a) whole seedlings, (b) roots, and (c) shoots and (d) Zn and (e) Cu contents in whole seedlings from three independent experiments. Each individual experiment was performed with 10 seedlings per genotype. (f–k) Effect of glutathione biosynthesis inhibitor, buthionine sulfoximine (BSO), on Cd tolerance of CRES-T and OX lines. Representative images of seedlings grown on control medium (f), medium containing BSO (+BSO; g), medium containing $70 \mu\text{M}$ CdCl_2 (+Cd; h), and medium containing both BSO ($100 \mu\text{g ml}^{-1}$) and Cd (+BSO +Cd; i).

Bar, 1 cm. Mean values ($\pm$ SE) of the longest root length (j) and fresh weight per plate (k) of three independent experiments. Each individual experiment was performed with three plates (15 seedlings) per genotype per treatment and supported the same conclusion. Different letters indicate that means are significantly different between genotypes or treatments (Tukey's HSD ($P < 0.05$)).

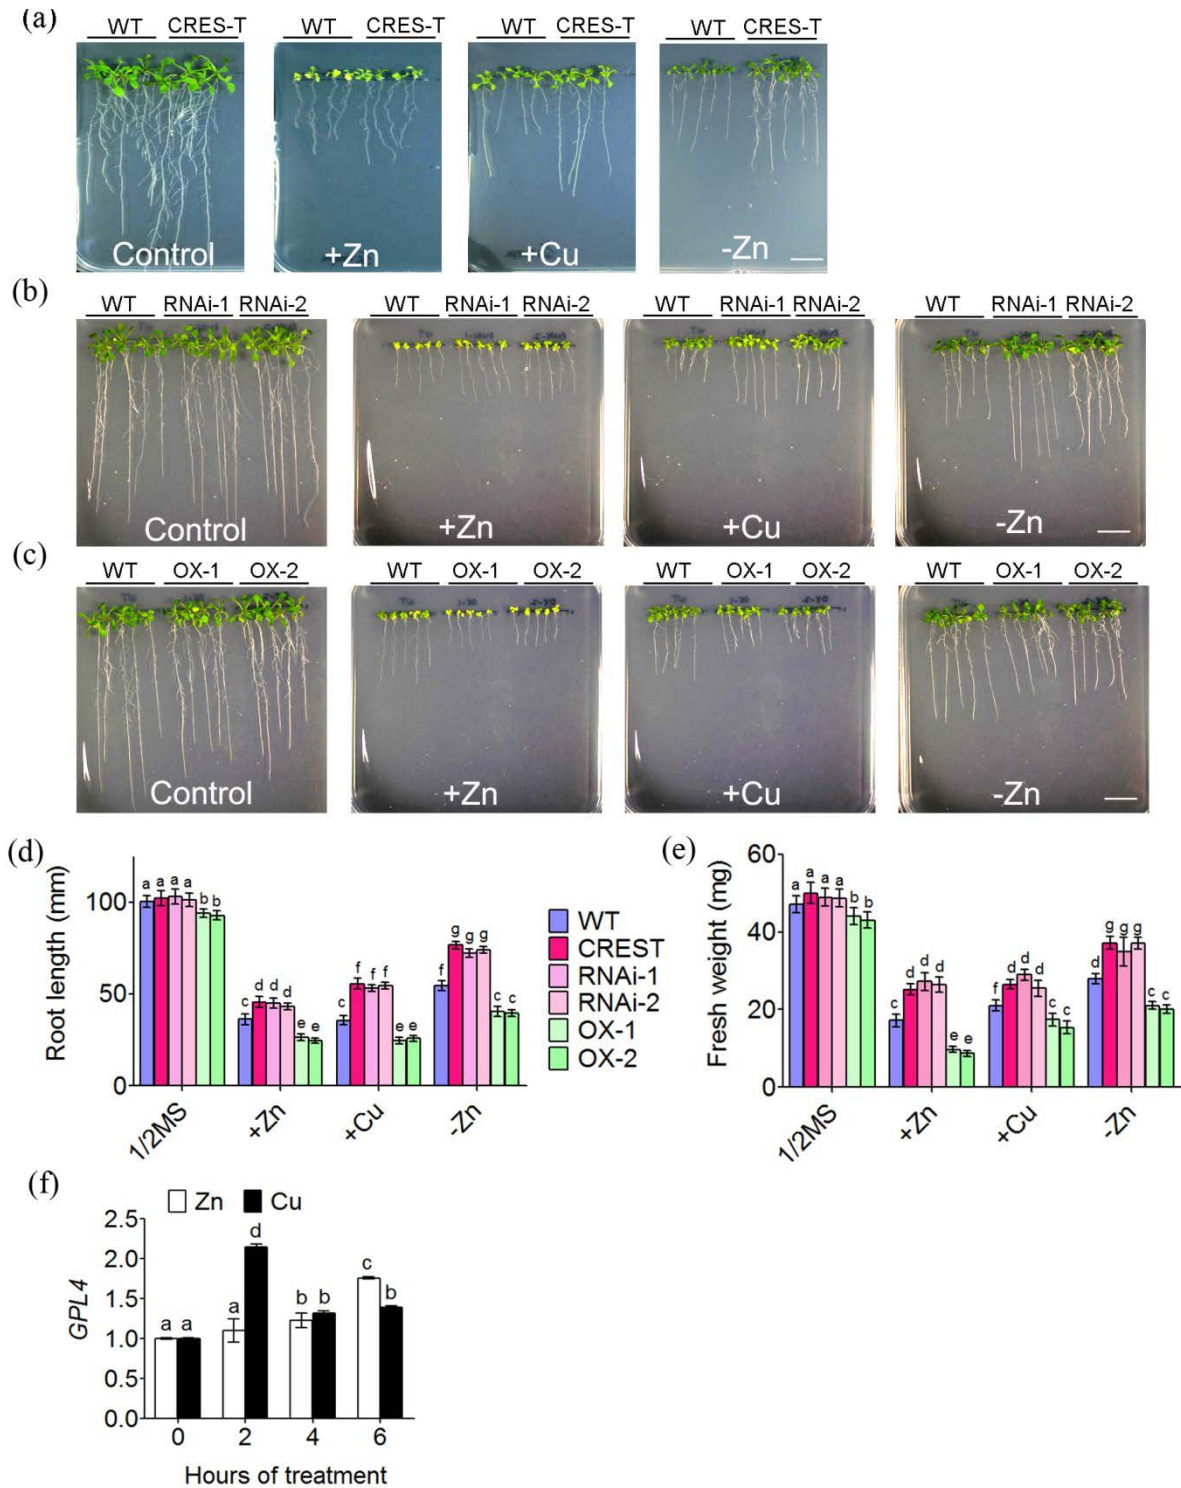

Fig. S9 GPL4 is important for normal responses to Cu or Zn excess and Zn deficiency in *Arabidopsis thaliana* (related to Fig. 6). (a–e) Growth comparison of wild-type (WT) and (a) CRES-T, (b) RNAi, and (c) OX plants in conditions of excess Zn (+Zn; 0.5 mM), excess Cu (+Cu, 65 μ M), and Zn deficiency (-Zn with 5 μ M of N, N, N', N'-Tetrakis-(2-pyridylmethyl) ethylenediamine; TPEN). Representative images from three independent experiments are shown. Bars, 1 cm. Combined results (mean $\pm$ SE) of (d) the longest root length and (e) total

fresh weight per plate are given. Each individual experiment was performed with three plates (15 seedlings) per genotype and treatment and supported the same conclusion. (f) *GPL4* transcript level changes after treatment with 65 μM Cu or 0.5 mM Zn. Combined results (mean $\pm$ SE) of three independent experiments are shown and each individual experiment was performed with three replicates per treatment and time point. Different letters indicate that the means are significantly different between time points or treatments analyzed by Tukey's HSD test ($P \leq 0.05$).

Table S1 Summary of primers used in this study

Purpose	Name	Primer sequence (5'-3')
**GPL4 transgenic plants generation**		
CRES-T	35S-F	GAAGTTCATTTTCATTTGGAGAGG
RNAi	SRDX-R	TTAAGCGAAACCCAAACGGAGTTCTAG
	Forward	CAGATAAGCCAATCGTCTTAACCAG
OX	Reverse	CTGTCTCAGCTTTGAAATCAATCATAC
	Forward	ATGAACAAGAACTTCTCAACCCTCTTG
GUS, GFP	Reverse	TTAGATAGTTTCAGCAATCACAGAAGCC
	Forward	CAGAGGGTAAGTGGGATGCCCAA
	Reverse	GATAGTTTCAGCAATCACAGAAGCCAC
**GPL4 transcriptional activity assay in yeast**	Forward	ATGAACAAGAACTTCTCAACCCTCTTG
	Reverse	TTAGATAGTTTCAGCAATCACAGAAGCC
**Promoter-GPL4 binding assays**	AtERF61-F	CTGCTATCAAATGCGTGTTT
	AtERF61-R	CTCAACCAGACGTTTCGTGG
	2OG-Fe-F	GCAGTTTCTGTTGGTAAACC
	2OG-Fe-R	TCGGAGGATCTTTGTTTGATG
	AtORP4C-F	GGTAACGAGCGATGTTAGGT
	AtORP4C-R	TTCTTCTCCTTTTTTTCTGCG
	GPL4-F	ACGAAGCGAGCTAGTGAAGG
	GPL4-R	TCTCCTCCAAGAACCACCAC
**qRT-PCR**	MYB75- F	CGACTGCAACCATCTCAATG
	MYB75-R	TGTCCCCCTTTTCTGTTGTC
	GST-F	TTTCTTCGAACCGGTTTTTG
	GST-R	CCAAGACGGTCTATCCGAAA
	LDOX-F	TGGGTCACTGCAAAATGTGT
	LDOX-R	CGGAGACTCAACACTCACCA
	Peroxiredoxin-F	CGTCTCGTGCCCTTCATATT
	Peroxiredoxin-R	TCTTGAAACCCTGTGGGAAC
	QSOX-F	GGAACGATACCCTGGGAAAT
	QSOX-R	CGAAATCGCATATTGTCGTG
	NAT12-F	TCTTCCGGTCAGCTCTCATT
	NAT12-R	AACAGAACCAGGAGGTGGTG
	CAT3-F	CATCCACGCTCTTCTCAACA
	CAT3-R	GCCAAGGCCATTATCAGTGT
	TRX-F	CAGGGGACTATGCTGGAAAA
	TRX-R	GACTCTTTCAATGGCGGAAA
	ZFT-F	AATTTTGACCCGGAAAAACC
	ZFT-R	TACTTGAGAGAAGCCGAGGAA
	GO-F	CGATGGAAGACGGAGATGAT
	GO-R	GGGCTTGAGCTGTCTGAAAC
	PO-F	GTTCTGGTTTCGGTGTCTGTT
	PO-R	TTTAACCCGAAGGACAATGC

Table S2 Growth of wild-type and GPL4 transgenic plants in the vertical split ½ MS agar medium assays presented in Figs 3 and S4

Line	Control		Cd (10 µM)		Cd (30 µM)	
	L	R	L (-Cd)	R (+Cd)	L (-Cd)	R (+Cd)
Root fresh weight (mg)						
WT	5.3 ± 0.7 ^a	5.4 ± 0.7 ^a	6.5 ± 0.5 ^b	2.5 ± 0.5 ^c	6.9 ± 0.7 ^f	0.6 ± 0.1 ^g
CRES-T	5.8 ± 0.3 ^a	5.3 ± 0.7 ^a	3.7 ± 0.4 ^d	3.9 ± 0.3 ^d	4.6 ± 0.4 ^d	1.3 ± 0.1 ⁱ
RNAi	5.8 ± 0.6 ^a	5.0 ± 0.2 ^a	4.3 ± 0.1 ^d	3.9 ± 0.2 ^d	4.4 ± 0.7 ^d	1.4 ± 0.1 ⁱ
OX	5.0 ± 0.5 ^a	5.2 ± 0.5 ^a	6.2 ± 0.6 ^b	2.0 ± 0.1 ^e	6.7 ± 0.4 ^f	0.2 ± 0.04 ^j
Root length (mm)						
WT	147 ± 4.1 ^a	156 ± 5.2 ^a	143 ± 1.3 ^b	63 ± 1.7 ^d	132 ± 6 ^c	6 ± 1.6 ^h
CRES-T	143 ± 4.8 ^a	138 ± 8.6 ^a	137 ± 3.4 ^c	125 ± 7.7 ^e	131 ± 7.6 ^c	57 ± 2.5 ⁱ
RNAi	150 ± 4.6 ^a	146 ± 3.5 ^a	134 ± 7.6 ^c	138 ± 10.4 ^e	123 ± 10 ^c	57 ± 3.7 ⁱ
OX	139 ± 5.1 ^a	150 ± 2.6 ^a	143 ± 1.4 ^b	42 ± 3.4 ^f	112 ± 10 ^g	3 ± 0.5 ^j

Absolute values (mean ± SE) of root fresh weight and the longest root length measured in the split media assays shown in Fig 3 and S4. In heterogeneous split media, root growth was dramatically reduced in the sides containing Cd (blue color), and root biomass was significantly increased in sides lacking Cd (red color) by the avoidance response in the wild type and OX, compared with the counterparts in control split media. Such root biomass increase in the side lacking Cd is likely due to development of more roots, and not to root length. By contrast, CRES-T and RNAi failed to exhibit such an avoidance response. Different characters in the superscript indicate significant difference in means between genotypes and treatment by Tukey's HSD test ($P \leq 0.05$).

Table S3 Growth of wild-type and GPL4 transgenic plants in the vertical split soil assay presented in Fig. 3

Root length (mm)								
Line	Control		1 mM CdCl ₂		3 mM CdCl ₂		6 mM CdCl ₂	
	L	R	L (-Cd)	R (+Cd)	L (-Cd)	R (+Cd)	L (-Cd)	R (+Cd)
WT	137.0 ± 7.2 ^a	124.1 ± 8.6 ^a	147.6 ± 13.8 ^b	79.3 ± 16.2 ^d	135.1 ± 0.9 ^a	54.8 ± 8.5 ^e	134.9 ± 6.3 ^a	51.1 ± 4.7 ^e
CRES-T	138.2 ± 10.7 ^a	129.4 ± 10.4 ^a	122.0 ± 8.6 ^a	126.4 ± 11.9 ^a	140.8 ± 14.7 ^a	111.4 ± 11.6 ^f	138.4 ± 4.1 ^a	95.2 ± 18.5 ^f

Absolute values (mean ± SE) of the longest root length measured in the split soil assays shown in Fig. 3 are presented. Root biomass was not analyzed due to technical problem with soil experiment. In heterogeneous split media, root growth was dramatically reduced in the sides containing Cd (blue), and root biomass was significantly increased in sides lacking Cd (red color) by the avoidance response in the wild type and, compared with the counterparts in control split media. Different characters in the superscript indicate significant difference in means between genotypes and two sides of the medium by Tukey's HSD test, $P \leq 0.05$.

Table S4 Growth of the wild-type and GPL4 CRES-T plants in the horizontal split media assay presented in Fig. 4

Line	Control		10 μ M CdCl ₂	
	Top	Bottom	Top (-Cd)	Bottom (+Cd)
Root fresh weight (mg)				
WT	0.5 $\pm$ 0.1 ^a	1.0 $\pm$ 0.6 ^b	0.9 $\pm$ 0.1 ^d	0.4 $\pm$ 0.03 ^e
CRES-T	0.7 $\pm$ 0.1 ^a	1.3 $\pm$ 0.1 ^c	0.5 $\pm$ 0.1 ^a	1.2 $\pm$ 0.1 ^c
Lateral root numbers				
WT	3.9 $\pm$ 0.2 ^a	8.2 $\pm$ 0.4 ^b	5.6 $\pm$ 0.2 ^d	3.9 $\pm$ 0.2 ^a
CRES-T	5.08 $\pm$ 0.3 ^c	9.9 $\pm$ 0.4 ^d	3.8 $\pm$ 0.2 ^a	8 $\pm$ 0.5 ^b

Line	Control		70 μ M CdCl ₂	
	Top	Bottom	Top (-Cd)	Bottom (+Cd)
Root fresh weight (mg)				
WT	3.1 $\pm$ 0.1 ^a	2.3 $\pm$ 0.2 ^b	3.3 $\pm$ 0.1 ^c	0.13 $\pm$ 0.01 ^e
CRES-T	2.2 $\pm$ 0.1 ^b	2.1 $\pm$ 0.1 ^b	1.05 $\pm$ 0.1 ^d	0.78 $\pm$ 0.04 ^f
Lateral root numbers				
WT	14.06 $\pm$ 0.3 ^a	19.8 $\pm$ 0.8 ^b	18 $\pm$ 0.3 ^d	4.1 $\pm$ 0.3 ^e
CRES-T	10.8 $\pm$ 0.6 ^c	14 $\pm$ 0.6 ^a	9.7 $\pm$ 0.3 ^c	7.05 $\pm$ 0.3 ^f

Absolute values (mean $\pm$ SE) of root fresh weight and lateral root number measured in the split root assays shown in Fig. 4. In heterogeneous split media, root biomass and lateral root number were dramatically reduced in the sides containing Cd (blue), whereas they were significantly increased in sides lacking Cd (red color) by the avoidance response in the wild type, compared with the counterparts in control split media. By contrast, such an avoidance response was significantly suppressed in CRES-T. Different characters in the superscript indicates significant difference in means between genotype and two sides of the medium analyzed by Tukey's HSD test, $P \leq 0.05$.

Table S6 DEGs related to oxidative stress

Gene AGI number	Annotation	Fold change (log ₂ value)		P-value
		0 h	2 h	
Cluster 1 genes				
AT3G50700	Zn finger TF	0.1	-1.0	0.021
AT5G19580	Glyoxal oxidase	0.1	-0.90	0.003
AT1G64380	ERF/AP2 family TF (ERF61)	0.1	-1.1	0.01
AT3G30775	Proline oxidase	0.07	-1.2	0.01
AT5G54000	2OG-Fe(II)-dependent oxygenase	-0.1	-1.8	0.005
AT5G57240	ORP4C	0.2	-1.0	0.03
AT1G56650	MYB75	0.3	-1.0	0.003
AT5G17220	GST1	-0.001	-1.0	0.003
AT4G22880	Leucoanthocyanidin dioxygenase (LDOX)	0.03	-0.93	0.004
AT3G50990	Peroxidase 36 precursor	-0.04	-1.2	0.01
Cluster 2 genes				
AT1G20620	Catalase 3	-0.6	0.1	0.02
AT2G39040	Peroxidase 24	-0.8	0.5	0.01
AT3G01190	Peroxidase 27	-0.6	-0.1	0.009
AT3G32980	Peroxidase 32	-0.5	0.1	0.004
AT4G21960	Peroxidase 42	-0.6	0.1	0.02
AT4G30170	Peroxidase 45	-0.6	0.06	0.004
AT5G64100	Peroxidase 69	-1.1	-0.3	0.003
AT5G64110	Peroxidase 70	-1.0	-0.4	0.0005
AT5G64120	Peroxidase 71	-0.6	-0.1	0.005
Cluster 3 genes				
AT1G48130	1-cys-Peroxiredoxin	-0.1	1.7	0.009
AT2G01270	(QSOX2) thioredoxin domain containing protein	0.4	1.1	0.001
AT4G04930	DES-1-like transmembrane protein	-0.09	1.4	0.01
AT2G01180	Phosphatidate phosphatase	0.1	1.0	0.001
AT2G27810	Nucleobase-ascorbate transporter 12 (NAT12)	-0.07	1.6	0.009
AT2G01170	CAT3	0.45	1.2	0.0002

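Table S6 lists 25 genes that the paper drew from the array comparison, with the log2 ratio of CRES-T to WT in columns headed 0 h and 2 h, which correspond to the arrays without and with Cd, and a p-value. The 10 genes of Cluster 1 have the paper's values of −1.8 to −0.9 with Cd and −0.1 to 0.3 without Cd. They include ERF61, a member of the ethylene response factor family, at −1.1 with Cd, ORP4C, an oxysterol-binding protein-related protein, at −1.0, and MYB75, a regulator of anthocyanin synthesis, also at −1.0, besides LDOX, an enzyme of that pathway. Of the 9 genes of Cluster 2, 8 are named as peroxidases and the other is a catalase, which breaks down hydrogen peroxide, and the paper's values without Cd are −1.1 to −0.5. The 6 genes of Cluster 3 have the paper's values of 1.0 to 1.7 with Cd. A fold change of 1.5 is 0.585 on the log2 scale, and 1 gene of the table, a peroxidase of Cluster 2 at −0.5, lies under it. The paper's p-values in the table run from 0.0002 to 0.03.
No probe of the re-analysis could be assigned to these genes. As a scale for the table, the middle 80% of the Cluster 1 probes had log2 fold changes of −2.04 to −0.66 with Cd and −0.46 to 0.42 without Cd. In Cluster 2 the same range without Cd was −1.29 to −0.61, and in Cluster 3 with Cd it was 0.65 to 1.63. The choice of probes at 1.5-fold or more by itself bounds the ends at −0.66, −0.61 and 0.65. The ranges rest on processed signals, whereas the authors' deposited values are log2 median intensities. Those gave smaller fold changes with Cd, for A_84_P305480 −2.526 against −5.764, so the ranges do not check the paper's values. The genes of the table were chosen on these samples, so the array values are not independent evidence of a direction, and the paper also measured transcripts of oxidative stress-related genes of Clusters 1 and 3 by qRT-PCR (Fig. S3d,e), for which it reports significant changes in CRES-T.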

Representative oxidative stress-related genes from Clusters 1, 2, and 3.

Table S7 Growth of wild-type and CRES-T plants in the vertical split media assays shown in Fig. S7

Line	Control		PQ (5 nM)	
	L	R	L (-PQ)	R (+PQ)
Fresh weight (mg)				
WT	5.7 ± 0.7^a	5.9 ± 0.7^a	7.6 ± 0.8^b	0.5 ± 0.1^c
CRES-T	5.5 ± 0.6^a	5.8 ± 0.6^a	5.1 ± 0.6^d	1.6 ± 0.2^e
Root length (mm)				
WT	146 ± 5.3^a	140 ± 5.6^a	117 ± 5.8^b	9.4 ± 5.7^c
CRES-T	157 ± 8.7^a	140.3 ± 3.1^a	136 ± 6.6^d	41 ± 8.2^e

Absolute values (mean $\pm$ SE) of root fresh weight and the longest root length measured from the split root assay in Fig. S7 are presented. In heterogeneous split medium, root biomass of wild-type plants in the side lacking PQ (red) was significantly increased compared to the counterpart in control split medium, and the root biomass increase is likely due to the development of more roots, because root length did not increase. By contrast, CRES-T lines failed to exhibit such an avoidance response. Different characters in the superscript indicate significant difference between genotype and two sides of the medium analyzed by Tukey's test, $P \leq 0.01$.

Table S8 Growth of wild-type and CRES-T plants in the vertical split media assays shown in Fig. 6

Line	Control		Cu		Zn		TPEN		NaCl	
	L	R	L (-Cu)	R (+Cu)	L (-Zn)	R (+Zn)	L (-TPEN)	R (+TPEN)	L (-NaCl)	R (+NaCl)
Fresh weight (mg)										
WT	1.9 ± 0.1 ^a	1.8 ± 0.1 ^a	2.8 ± 0.1 ^b	0.5 ± 0.1 ^c	2.9 ± 0.3 ^b	1.6 ± 0.1 ^d	2.6 ± 0.2 ^b	1.5 ± 0.3 ^d	3.0 ± 0.1 ^b	1.3 ± 0.2 ^d
CRES-T	2.2 ± 0.1 ^a	1.9 ± 0.1 ^a	1.9 ± 0.1 ^a	1.9 ± 0.2 ^a	2.0 ± 0.3 ^a	2.1 ± 0.2 ^a	2.4 ± 0.3 ^a	2.3 ± 0.1 ^a	4.5 ± 0.6 ^e	1.3 ± 0.3 ^d
Root length (mm)										
WT	165 ± 13 ^a	151 ± 14 ^a	133 ± 14 ^b	19 ± 3.8 ^c	147 ± 8 ^e	95 ± 3.6 ^f	149 ± 5.8 ^a	109 ± 9.7 ^f	164 ± 6.4 ^a	72 ± 9.1 ^h
CRES-T	173 ± 21 ^a	150 ± 7.9 ^a	132 ± 7.5 ^b	120 ± 6.1 ^d	124 ± 8.1 ^d	104 ± 4 ^g	133 ± 7.3 ^b	138 ± 9.9 ^b	146 ± 9.9 ^e	68 ± 11 ^h

Absolute values (mean ± SE) of root fresh weight and the longest root length measured from the split root assay in Fig. 6. In heterogeneous split media, root biomass values of wild-type plants in sides with supplementation with Cu, Zn, TPEN, and NaCl (blue) significantly decreased, whereas those in sides with supplementations (red) significantly increased, compared to the counterparts in control split media. Such root biomass increases in -Cu, -Zn, -TPEN, and -NaCl sides are likely due to development of more roots, and not to increase of root length. By contrast, CRES-T lines exhibited an obvious root biomass increase only in the side lacking NaCl. Different characters in the superscript indicate significant difference between genotype and two sides of the medium analyzed by Tukey's test, $P \leq 0.01$.

Method S1 Analysis of transcriptional activation activity and promoter binding assay.

Transcriptional activation activity of *GPL4* was tested in two different ways. First, it was examined using a transient expression assay in *Arabidopsis* rosette leaves as described previously (Hiratsu *et al.*, 2002). The effector (*GPL4*-CDS fused to the GAL4 DB domain), reporter (GAL4-LUC), and reference (luciferase from *Renilla*) plasmids were delivered into the rosette leaves of 4-wk-old *Arabidopsis* plants by particle bombardment (BIORAD). Bombarded leaves were incubated for 12 h in darkness, and then luciferase activity was quantified using a Dual Luciferase Kit (Promega, Madison, Wisconsin, USA). For the promoter binding assay, *Arabidopsis* leaves were transformed with the effector (*GPL4*-CDS), reporter (promoter of candidate genes fused to the CDS of luciferase), and reference (luciferase from *Renilla*) plasmids, and luciferase activity was measured as above using a Tecan spectrophotometer (Infinite M200PRO).

Secondly, *GPL4* transcriptional activation activity was tested in a yeast system. The entire CDS of *GPL4* was cloned in a pPC62 vector in fusion with the LexA DNA-binding domain. The construct was introduced into yeast strain L40 (*MAT α* , *his3* ~~*URA3*~~, *trp1* *leu2-3112*, *ade2*, *LYS2::[LexAop(x4)-HIS3]*, *URA3::LexAop[x8]-LacZ*, *GAL4*). Yeast transformation and the X-gal assay of transformed yeast cells were performed as described (Lee *et al.*, 2009).

Method S2 Yeast one-hybrid (Y1H) analysis.

A modified MATCHMAKER One-Hybrid System (Clontech Laboratories, Mountain View, CA, USA) was used to perform the Y1H to analyze the direct binding of promoters of selected genes and GPL4. pHisi-1 vectors harboring the promoters (1.5–2 kb) of each selected candidate gene were integrated into the genome of yeast strain YM4271, and transgenic strains were selected on synthetic dextrose medium agar plates without Ura and His (SD/-UH). To further verify the insertion of the promoters in the genome, yeast gDNA was extracted and PCR was performed with primers specific to the promoter region of each gene (Table S1). The transformed yeast cells harboring the target promoter were transformed again with a pGAD424 vector containing GPL4, and double transformed yeast cells were selected on synthetic dextrose medium lacking Ura and Leu (SD/-UL). The interaction between GPL4 and the target promoters was assessed by growth on SD medium lacking Ura, Leu, and His (SD/-UHL), but supplemented with 30 mM 3-amino-1,2,4-triazole (3-AT; Mitsuda *et al.*, 2010).

Notes S1 Accession numbers.

Sequence data from this article can be found in the Arabidopsis Genome Initiative database under the following accession numbers: GPL4 (At1g44810), the closest GPL4-Homologue (At4g00250), GPL1 (At2g25650), GPL2 (At5g13280), GPL3 (At2g36340), 2OG-Fe(II)-dependent oxygenase (AT5G54000), QSOX2 (AT2G01270), Trx-m3 (At2g15570), peroxiredoxin (AT1G48130), CAT3 (AT2G01170), NAT12 (AT2G27810), GST1 (AT5G17220), Zn finger TF (AT3G50700), glyoxal oxidase (AT5G19580), proline oxidase (AT3G30775), MYB75 (AT1G56650), LDOX (AT4G22880), peroxidase 36 precursor (AT3G50990), DES-1-like transmembrane protein (AT4G04930), and phosphatidate phosphatase (AT2G01180).

References

- Hiratsu K, Ohta M, Matsui, Ohme-Takagi M. 2002.** The SUPERMAN protein is an active repressor whose carboxy-terminal repression domain is required for the development of normal flowers. *FEBS Lett.* **514**:351-354.
- Lu D, Wang T, Persson S, Mueller-Roeber B and Schippers JHM. 2013.** Transcriptional control of ROS homeostasis by KUODA1 regulates cell expansion during leaf development. *Nat. Commun.* **5**: 3767.
- Mitsuda N, Ikeda M, Takada S, Takiguchi Y, Kondou Y, Yoshizumi T, Fujita M, Shinozaki K, Matsui M, and Ohme-Takagi M *et al.* 2010.** Efficient yeast one-/two-hybrid screening using a library composed only of transcription factors. *Plant Cell Physiology* **51**: 2145–2151.

How the deposited data were processed for this re-analysis (not part of the article)

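Gene expression was measured in 2-wk-old WT and GPL4 CRES-T seedlings without Cd and with 70 μM CdCl2 on 8 single-color Agilent arrays, 2 per group. The authors' scanner output, from Feature Extraction, holds spot intensities on a linear scale, among them a processed signal from which background was already removed. The paper names version 7.5.1 of that program and the files name 10.7.1.1. The authors' deposited table of raw values for the whole series holds the median intensity of each spot, equal to the scanner's value for 100% of the values. The authors' deposited series table is on the log2 scale, and all its values lay within 0.001 of log2 median intensities that were quantile-normalized over all spots, with column medians of 8.89 and no centring of probes.

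From the scanner files, processed signals were converted to log2, the 1319 control spots and spots marked as outliers were left out, the spots of each probe were averaged, and the probes were quantile-normalized over the 8 arrays. Of the 43603 probes, 18054 were spotted 2 times, with a median absolute log2 difference of 0.088 between the spots. A mixture of 2 Gaussian distributions was fitted to each array with mclust 6.1.1, and probes past a posterior of 0.5 on both arrays of at least 1 group were kept as present. Between 70.4% and 77.9% of the spots were well above background.

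The comparisons were made with limma 3.58.1 in R 4.3.3 on the 36948 present probes, with 4 group means over all 8 arrays, 4 residual and 1.95 prior degrees of freedom, and Benjamini-Hochberg adjustment. They were CRES-T against WT without Cd, the same with Cd, the difference between these, and Cd against no Cd in each genotype. Clusters were formed at an unadjusted p under 0.05 and a fold change of at least 1.5, the paper's thresholds with limma's p in place of its combined p. The samples, tests, alternatives and the rule for named probes were set before the data were examined. That rule takes the probes with the highest and the lowest log2 fold change among those past the adjusted p whose replicates do not overlap, and at most 2 in each direction are named because the probes carry no gene names. The order it uses is not defined where a group was not well above background, so the text gives these probes without a rank. A_84_P503403, which was higher with Cd at an adjusted p of 0.0495, is given in no comparison since the call was lost under 17 of 19 alternatives.

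The tests were planned on genes but made on probes: of the 43603 probe IDs 0 carried another name in the files and 0 were found in the gene table used here. Comparisons of gene lists, the averaging of probes of a gene, and the values of genes the paper names, including GPL4, were therefore not made. The slide was not used as a block because it held all arrays. Alternatives were 75th-percentile scaling, normexp background correction with an offset of 50 on median intensities, the authors' deposited tables, other filters, variance models, array weights, the replicate number as a block, the methods' t-test, the methods' integrative test with 100 permutations, other thresholds, and each array left out in turn.

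The steps were tested on simulated data with each probe's mean over the 8 real arrays and 1 spread per probe, pooled over the 4 groups. Real replicates differed more with Cd than without (ratio 1.50), so the values simulated with Cd rest on less noise than those arrays had. For the comparison with Cd over 36945 probes, of 50 probes changed at each size, 6% were recovered at the adjusted p for 1.5-fold, 38% for 2-fold, 80% for 4-fold and 92% for 8-fold changes. In this simulation 200 probes were changed in CRES-T with Cd, and of the other 36745, 0 passed the adjusted p without Cd, 8 with Cd, 4 in the difference between the media, 0 for Cd in WT and 5 for Cd in CRES-T, beside 108, 73 and 107 of the changed probes with Cd, in the difference and for Cd in CRES-T. In 20 further draws with no probe changed, each comparison called at most 1 probe in a draw. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.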

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

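The description of which probes the tests call and the simulated draws with no probe changed were chosen only after the result was seen.

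The effect of the CRES-T construct differed between the media for 3 probes at an adjusted p under 0.05 from limma's interaction test, and 4690 probes had an unadjusted p under 0.05 where chance gives 1847. The interaction was negative for all 3, while 1423 were positive and 1063 negative at an unadjusted p with 1.5-fold, and the filter on probes well above background gave 2 positive and 3 negative at the adjusted p. The 3 probes were not well above background in either genotype without Cd, so the test sets a difference with Cd against signals near the floor, and whether the genotypes differed without Cd cannot be told. In 20 simulated draws with no probe changed, at most 1 probe passed this adjusted p, and where 73 of 200 changed probes passed it, 4 unchanged ones did too. These simulations gave all groups the same spread, unlike the real arrays. The count is 0 with 75th-percentile scaling and 2 to 26 when single arrays are left out, so that the number of such probes is not settled by these arrays.

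The paper reports no comparison of Cd with no Cd from these arrays. In the WT, 18 probes differed, 14 higher and 4 lower with Cd, and 5699 had an unadjusted p under 0.05. At an unadjusted p with 1.5-fold the balance was the reverse, 830 higher and 1416 lower with Cd. All 14 were also lower in CRES-T than in the WT with Cd at an adjusted p under 0.05, a comparison that uses the same WT arrays with Cd, on which the 14 were selected. The count of 18 ran from 2 to 100 when single arrays were left out, with 100 and 93 without WT replicates 1 and 2 with Cd, 5 without either CRES-T array with Cd, 3 without either WT array without Cd and 2 without either CRES-T array without Cd. It was 3 with the authors' deposited values and 0 when only the groups compared entered the limma fit (4991 at an unadjusted p), and it stayed within 1.5 times under 3 of 25 alternatives. In CRES-T, 7 probes differed between the media, 6 higher and 1 lower with Cd, and 5214 had an unadjusted p under 0.05, while 937 were higher and 947 lower at an unadjusted p with 1.5-fold. This count was 0 without any array of the plants without Cd (2927 to 4226 at an unadjusted p), 12 and 19 without CRES-T replicates 1 and 2 with Cd, and 82 with the authors' deposited values. Every one of the 18 and 7 probes was not well above background on at least 1 array, so that their fitted fold changes rest on signals near the floor.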

How the results depend on the processing

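The count of probes with the adjusted p without Cd stayed within 1.5 times its value under 13 of 25 alternatives, that with Cd under 6 of 25, the interaction under 13 of 20, the Cd response under 3 of 25 in WT and 6 of 25 in CRES-T, and the sizes of Clusters 1 to 5 under 13, 14, 12, 12 and 17 of 25. No log2 fold change of a named probe past the adjusted p changed sign. A_84_P18356 without and with Cd and A_84_P305480 with Cd stayed past the adjusted p under 19 of 19 alternatives, and A_84_P83399 with Cd under 18. The 1 added setting was chosen after seeing the data. The causes of the changes were not tested, apart from those that follow from fewer arrays or a stricter threshold. The 7206 present probes that were not well above background on all 8 arrays have only a bound in place of a level on at least 1 array.

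With 75th-percentile scaling, 8 probes differed between CRES-T and WT with Cd (2 higher, 6 lower), 0 in the interaction (4673 at an unadjusted p), 6 with Cd in WT and 2 in CRES-T, and Cluster 3 held 354. With normexp, 25 differed without Cd (20 higher, 5 lower) and 55 with Cd (43 higher, 12 lower), 3 with Cd in WT and 96 in CRES-T, and Clusters 1 to 5 held 133, 228, 92, 126 and 71. The authors' deposited value table gave 19 without Cd (14 higher, 5 lower) and 56 with Cd (43 higher, 13 lower), 3 with Cd in WT and 82 in CRES-T, and clusters of 145, 252, 102, 139 and 71. The deposited table of raw intensities, quantile-normalized on the log2 scale here, gave 23 (18 higher, 5 lower), 56, 3 and 82, and clusters of 145, 240, 102, 144 and 72. With no presence filter, 23 differed with Cd, and 10 and 4 with Cd in WT and CRES-T. The filter on probes well above background gave 2 without Cd, 27 with Cd, 5 in the interaction (2 positive, 3 negative) and 4 with Cd in WT, and Clusters 1, 3 and 4 held 215, 279 and 241. An intensity trend gave 43 without Cd, 67 with Cd, and 4 and 91 with Cd in WT and CRES-T. Array weights gave 2 without Cd and 16 with Cd. Only the groups compared in the limma fit gave 4 with Cd and 0 for Cd in WT and 0 in CRES-T (4991 and 4323 at an unadjusted p), with 807 in Cluster 2 and 609 in Cluster 4.

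The methods' t-test gave 1277 without Cd, 874 with Cd, and 1931 and 1604 with Cd in WT and CRES-T at its unadjusted p, with clusters of 69, 108, 161, 117 and 26. After Benjamini-Hochberg these were 0, 0, 1 and 0, with 0 probes in Clusters 1 to 5. The methods' integrative test gave 1972, 1824, 3198 and 2779, and 945, 645 and 188 in Clusters 2, 4 and 5; on simulated unchanged probes it passed 1217 without Cd and 1223 with Cd. The added setting, the deposited value table with the integrative test, gave 622, 457, 1159 and 1304, and 216, 322, 111 and 170 in Clusters 1 to 4. In limma, an unadjusted p with 1.5-fold gave 1108 without Cd, 1230 with Cd, 2486 in the interaction (1423 positive, 1063 negative), 2246 with Cd in WT (830 higher, 1416 lower) and 1884 with Cd in CRES-T (937 higher, 947 lower). Clusters 1 to 5 at an adjusted p, with or without the fold threshold, held 21, 0, 19, 0 and 1, against 518 and 381 in Clusters 2 and 4 at the unadjusted p. These clusters do not hold the same probes as those at the unadjusted p. Of the latter, 18 probes of Cluster 1, 5 of Cluster 3 and 13 of Cluster 5 passed limma's adjusted p with Cd.

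With the replicate number as a block, 5 probes differed with Cd, 3 with Cd in WT and 0 in CRES-T (4869 at an unadjusted p), and 1 without Cd. The deviations of arrays with the same number correlated across probes between the media at 0.315 in CRES-T and 0.11 in WT. Between the genotypes they correlated at −0.203 to −0.0959. A link between replicates of the same number within a genotype therefore stays open, and a block shared by all groups cannot model it.

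When single arrays were left out, the lone array of that group is assumed to vary like the other groups. The counts ran from 1 to 5 without Cd, 5 to 82 with Cd, 2 to 26 in the interaction, 2 to 100 with Cd in WT and 0 to 19 in CRES-T, and Clusters 1 to 5 from 348 to 969, 351 to 810, 527 to 1079, 219 to 605 and 117 to 160. With Cd, 5 differed without WT replicate 1 or 2 of the arrays without Cd, 9 without either CRES-T replicate without Cd, 80 (11 higher, 69 lower) and 82 (14 higher, 68 lower) without WT replicates 1 and 2 with Cd, and 13 (5 higher, 8 lower) and 43 (33 higher, 10 lower) without CRES-T replicates 1 and 2 with Cd. Of the 41 probes called with all arrays, 5 to 19 were among these. In the interaction 25 and 26 differed without WT replicates 1 and 2 with Cd and 5 and 6 without CRES-T replicates 1 and 2 with Cd. For Cd in WT the counts were 100 and 93 without WT replicates 1 and 2 with Cd, 5 without either CRES-T array with Cd, 3 without either WT array without Cd and 2 without either CRES-T array without Cd. For Cd in CRES-T they were 12 and 19 without CRES-T replicates 1 and 2 with Cd and 0 without any array of the plants without Cd (2927 to 4226 at an unadjusted p). The count of 5 without Cd, and 810 in Cluster 2, came without CRES-T replicate 1 without Cd. Cluster 1 held 969, 784 and 751 and Cluster 3 held 1079, 939 and 953 without CRES-T replicate 1, WT replicate 1 and WT replicate 2 with Cd, and Cluster 4 held 219 and 605 without WT replicates 1 and 2 without Cd.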

Differences from the paper's values

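The counts set beside the paper's are those of probes in Fig. 5a at a p under 0.05 and at least 1.5-fold, where the paper's p combines t-statistics and median differences and the one here is limma's unadjusted p. The total of DEGs and the numbers printed over the clusters in Fig. 5a count genes and were not compared.

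Cluster 3 held 599 probes, against the paper's about 310 in Fig. 5a, read by eye. Of the 24 alternatives set before the data were examined, 75th-percentile scaling with 354 probes and the filter on probes well above background with 279 came within 1.5 times the paper's value, and the other 22 did not. The deposited value table with the methods' integrative test, chosen after seeing the values, gave 111 and did not either.

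Cluster 4 held 381 probes, against the paper's about 230 in Fig. 5a, read by eye. The filter on probes well above background with 241, the intensity trend with 325, and leaving out WT replicate 1 without Cd with 219 came within 1.5 times that value, and the other 21 alternatives set before the data were examined did not. The deposited value table with the methods' integrative test, chosen after seeing the values, gave 170 here, within 1.5 times. How many of the paper's own probes it leaves out is not known, because the paper's text does not list them by probe.

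In Fig. 5a Cluster 1 is the largest cluster, with about 520 probes read by eye. The 422 probes here were within 1.5 times that value. So were 11 of the alternatives set before the data were examined, while 13 were not, among them the authors' deposited value table with 145. The deposited value table with the methods' integrative test, chosen after seeing the values, gave 216 and was not within it either. Here, with quantile-normalized processed signals and all arrays, Cluster 3 was the largest with 599 probes, followed by Cluster 2 with 518 and Cluster 1 with 422. The order changed with the processing: with the authors' deposited value table Cluster 2 was the largest with 252, followed by Cluster 1 with 145, and with 75th-percentile scaling Cluster 4 was the largest with 465. Among the alternatives, Cluster 1 held the most probes only at an adjusted p under 0.05, with 21 against 19 in Cluster 3. Of these, 18 and 5 were in Clusters 1 and 3 at the unadjusted p too, and the others came from groups that also passed without Cd. Cluster 5 was the smallest of the 5 in both at the paper's form of thresholds.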

Other observations

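The comparisons over all 8 arrays, with their splits, the test of exchanged arrays by a probe chosen without Cd, the simulated overlap of the lists, the tests of array brightness and of uneven exposure, and the test of the WT arrays with Cd used in both differences were chosen only after the results were seen.

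When CRES-T was compared with WT over both media, 4 arrays against 4, 58 probes differed at an adjusted p under 0.05 from limma, 53 higher and 5 lower in CRES-T, with a median absolute log2 fold change of 0.99. All 53 that were higher belong to Cluster 5, and 53 of the 58 were well above background on all 8 arrays. Cluster 5 was chosen on the same arrays, and this fit favors probes with like differences in both media. Their overlap is therefore not separate evidence. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave as many, the split by genotype itself, and the highest of the others gave 43, the split by Cd. Most of these splits exchange arrays across Cd, and the 18 that exchange genotype only within a medium are too few for a share under 0.05, with 0 at limma's adjusted p as the highest of the others. At an unadjusted p the split by genotype gave 1131 probes, fewer than the 1847 that chance gives, in a fit that counts the Cd response as spread, and another of the 18 gave 4309. Place on the slide follows genotype too and cannot be told apart from it.

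Cd against no Cd over both genotypes called 43 probes, 28 higher and 15 lower with Cd, and 5842 at an unadjusted p under 0.05. Of the 35 splits 2 gave as many, this one and that by genotype with 58, which is itself a factor of the design, so that these splits leave open whether chance can be excluded. The highest of the remaining splits gave 0 at limma's adjusted p and 4309 at an unadjusted p. The Cd responses of WT and CRES-T, which share no arrays, correlated across probes at r = 0.245, where simulated unchanged arrays gave 0.000533. The row of the slide and, by the sample names, the time follow Cd in both genotypes and cannot be told apart from it.

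The number of probes past the paper's form of thresholds was set against regroupings in which each group held 1 WT and 1 CRES-T array. Without Cd the real grouping gave 1108 probes and the regroupings 267 and 316 (by the fold change alone 2525 against 1173 and 1467), but 4 arrays allow only these 3 groupings, so that any of them is the highest 1 time in 3 by chance, and chance differences between arrays stay open although the bound set in advance was met. With Cd the real grouping gave 1230 and the regroupings 735 and 2036 (by the fold change alone 2802 against 2276 and 3819), so differences between arrays apart from genotype may account for a count of this size. The regrouping with 2036 set the brighter arrays with Cd (75th percentile 2625 and 2942) against the dimmer ones (1852 and 1986). Whether its differences are due to chance or to brightness cannot be told. For an exchange of a WT and a CRES-T array with Cd, the regroupings gave at most 1 probe at limma's adjusted p against 41, which met the bound set in advance too, but the same 3 groupings leave it open. Against such an exchange, A_84_P18356, the probe with the smallest p without Cd, lay 9.04 higher in log2 on the lower CRES-T array with Cd than on the higher WT array with Cd, where it was not well above background, a test picked with this probe's values on all arrays already seen.

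Replicates differed more with Cd than without, by a ratio of 1.50 over the present probes. Dimmer signals would leave the brightest of 3 equal groups of probes at a ratio near 1, and it was 1.35, and with 75th-percentile scaling in place of quantile normalization the ratio was 1.38, so neither accounts for the whole. A candidate explanation is an effect of array brightness left after normalization. The difference of the brighter from the dimmer replicate with Cd correlated across probes at r = 0.328 with the same difference without Cd, which comes from other arrays. The brighter replicate had the same number in both media, 1 in WT and 2 in CRES-T. Within a genotype, brightness therefore cannot be told apart from another link between replicates of the same number. Between the genotypes, where the brighter replicates differ in number, deviations of arrays with the same number correlated at −0.203 to −0.0959. Brightness gives this sign, and a link by number shared by both genotypes gives the opposite one. A link within each genotype alone sets no sign here, and 2 arrays per group are too few to decide. Uneven exposure to Cd stays open. The brighter-minus-dimmer difference with Cd correlated with the mean Cd response at r = 0.0594 over all present probes but at 0.323 over probes well above background on all arrays. Hybridization noise cannot be told apart either, since the 7 spike-in controls gave a ratio of root mean squares of 0.863 as measured and of 2.59 after normalization with the other spots, and a ratio of SDs of 1.61 and 2.52.

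The CRES-T to WT difference without Cd correlated across probes with the response of WT to Cd (r = 0.376), so that probes higher in CRES-T without Cd tended to be those higher in WT with Cd. The shared WT arrays alone give a simulated r of 0.499 and covariance of 0.0377, against 0.0535 observed, but with a different WT array in each difference the covariance was still 0.0296 and 0.0247, which argues against the shared arrays as the whole source. Array brightness within groups carried a covariance of 0.000786 of this. That value does not measure brightness between groups. The WT arrays without Cd, which enter both differences, were the brightest of the 8 (75th percentile 3880 and 3064). The CRES-T to WT difference with Cd correlated with the same response at r = −0.513. With different WT arrays r was −0.0262 and −6.29e-05, so the shared WT arrays can account for it. Its covariance was −0.0827, against a simulated −0.0376. The simulation gave all groups 1 spread per probe, whereas the SD of the replicate difference was 0.564 for WT with Cd and 0.325 without. The simulated covariances thus take too little noise for the WT arrays with Cd and too much for those without, and cannot show an excess. No biological explanation was tested, and place on the slide, brightness and handling common to both WT arrays without Cd cannot be told apart from a difference between the plants.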
